# Fertilization-induced synergid cell death by RALF12-triggered ROS production and ethylene signaling

**DOI:** 10.1038/s41467-025-58246-y

**Published:** 2025-03-29

**Authors:** Junyi Chen, Huan Wang, Jinlin Wang, Xixi Zheng, Wantong Qu, Huijian Fang, Shuang Wang, Le He, Shuang Hao, Thomas Dresselhaus

**Keywords:** Senescence, Macroautophagy, Plant signalling

## Abstract

Fertilization-dependent elimination of the persistent synergid cell is essential to block supernumerary pollen tubes and thus to avoid polyspermy in flowering plants. Little is known about the molecular mechanisms ensuring timely induction and execution of synergid cell death. We analyzed manually isolated maize synergid cells along their degeneration and show that they are gland cells expressing batteries of genes encoding small secreted proteins under control of the MYB98 transcription factor. This network is down-regulated after fertilization, while genes involved in reactive oxygen species (ROS) production, ethylene biosynthesis and response, senescence, and oxidative stress regulation are induced before synergid elimination and its ultimate fusion with the endosperm. We further show that the fertilization-induced RALF12 peptide specifically triggers mitochondrial ROS and apoptosis, while ethylene promotes synergid degeneration. In conclusion, this study sheds light on developmental programmed cell death (dPCD) in plants and provides a unique resource to discover unknown PCD regulators.

## Abstract (web summary)

Regulated degeneration of synergid cells is essential for reproductive success in flowering plants. Here, authors show that the persistent synergid cell secretes autocrine RALF12 signal to trigger intracellular mitochondrial ROS burst and dPCD.

## Introduction

Programmed cell death (PCD) is a widespread phenomenon that is essential for all multicellular organisms. It occurs in a highly controlled manner to selectively remove damaged or no longer needed cells that are sacrificed for the good of the whole organism^1–3^. PCD in plants is generally classified into environmental PCD (ePCD), which is triggered by external biotic or abiotic factors, and developmental PCD (dPCD), which occurs during vegetative and reproductive development^3^. dPCD is particularly frequent in plant reproduction^4^ and thus is crucial for fertilization success and seed production. During sex determination in many flowering plant species, carpel primordia cells are eliminated in male flowers, while stamen abortion occurs in female flowers. During microsporogenesis and megasporogenesis, tapetum cells and three of four megaspores are degenerated, respectively. PCD further occurs during nucellus and endosperm development but appears to be especially important for fertilization. During self-incompatible pollen-pistil interactions, PCD prevents alien and self-pollen tubes from growing toward ovules. Upon compatible pollen tube reaching the female gametophyte, the pollen tube cell and two synergid cells undergo degeneration in a highly regulated two-step process^5–7^. Ca^2+^ spiking in synergid cells and ROS-induced Ca^2+^ channel activation in the pollen tube lead to simultaneous bursts of the pollen tube and one of the two synergid cells (i.e., receptive synergid), resulting in sperm cell release for double fertilization^8–10^. The second synergid cell (i.e., persistent synergid) remains intact during this step and maintains the capacity to attract additional pollen tubes in the case of fertilization failure^7,11,12^.

In animals, it was shown that polyspermy (fusion of the egg by multiple sperm) leads to lethal genome imbalance and chromosome segregation defects during embryo development^13^. In flowering plants, the attraction of supernumerary pollen tubes is avoided to prevent polyspermy and to ensure chromosomal balance and progeny health^14^. Once fertilization is achieved, the persistent synergid is removed in a second step with some delay to block supernumerary pollen tubes and thus prevent polyspermy. Ultimately, the persistent synergid cell in the model plant *Arabidopsis thaliana* (*Arabidopsis*) was shown to fuse with the large fertilized central cell and is thus eliminated^15^. It remained unclear whether removal of the persistent synergid cell is achieved by PCD^4^.

Despite its abundance and importance for plant life, the gene regulatory networks (GRNs) controlling the (i) induction (i.e., cell receiving signals that trigger the apoptotic pathway), (ii) effector (i.e., activation of lytic enzymes for cellular components cleavage), and (iii) degradation (i.e., cell disintegration and elimination) phases of dPCD are still poorly understood. This is mainly attributed to the occurrence of dPCD in embedded cells, which are surrounded by many other cells and thus are not accessible. Additionally, the initiation of dPCD is difficult to predict. During double fertilization in flowering plants, timely degeneration of synergid cells is crucial for reproductive success^5,6,15–19^. It has been shown that upon pollen tube arrival at the female gametophyte, RALF peptides released from the pollen tube interact with synergid-located FERONIA (FER), ANJEA (ANJ), and HERCULES RECEPTOR KINASE1 (HERK1) receptor-like kinases to control pollen tube reception and rupture^14^. FER mediates high ROS levels at the filiform apparatus area, which mediates pollen tube rupture and sperm cell release for fertilization^10^. MITOGEN-ACTIVATED PROTEIN KINASE 4 (MPK4) prevents premature synergid cell death and FER-controlled ROS accumulation^6^. Besides, a ‘cell death module’ consisting of REM transcription factors VALKYRIE (VAL) and VERDANDI (VDD), both targets of the ovule identity MADS-box complex SEEDSTICK-SEPALLATA3, controls the death of the receptive synergid cell^20^. The plant hormone ethylene has been implicated in persistent synergid degeneration as the persistent synergid maintains its integrity longer in the ethylene-insensitive mutant *ein3 eil1*^18^. However, mutants incapable of producing ethylene do not show a PCD-related phenotype in synergid cells^19^ indicating that the ethylene signaling pathway, but not the hormone itself, might be involved in synergid cell death in *Arabidopsis*. It was suggested that an unknown ethylene-independent signaling pathway may control the death of the persistent synergid cell individually or synergistically with the ethylene-signaling pathway^19^. Nevertheless, the timely activation and execution of synergid, especially persistent synergid degeneration, and thus a fundamental principle in ensuring reproductive success remained unclear.

In this work, by overcoming a number of technical limitations, we developed methods to isolate maize synergid cells at defined stages, then systematically explored the characteristic degeneration processes and the molecular machinery responsible for driving this system. We determined the exact timing of the loss of synergid-specific GRNs and the induction of synergid PCD. PCD inducers, transcription factors, executors, as well as autophagy activities are strongly activated a few hours before synergid-endosperm fusion (SE fusion). Moreover, we show that the fertilization-induced autocrine signal ligand ZmRALF12 specifically triggers mitochondrial ROS maxima at the filiform apparatus adjacent region (FAAR) to induce dPCD. This PCD pathway works synergistically with activated ethylene production and signaling in sensitized synergid cells ensuring timely dPCD execution and corpse clearance shortly before SE fusion. In conclusion, this study uncovers a fundamental mechanism of dPCD during the essential fertilization process and provides a valuable resource for further studies investigating key molecular players responsible for driving dPCD in plants.

## Results

### Timing of persistent synergid degeneration and generation of stage-specific RNA-seq data

To investigate the degeneration of the persistent synergid cell after fertilization in maize, we first monitored the morphological changes of synergid cells using a synergid cell marker line *pZmES4::ZmES4-GFP* (Fig. 1a–d)^21^ and additionally analyzed the inbred line B73 (Supplementary Fig. 1a–d). Before pollination, two synergid cells with comparable morphology were observed at the micropylar region of the female gametophyte (Fig. 1a and Supplementary Fig. 1a). 12 h after pollination (HAP), a dark and degenerated receptive synergid cell was visible, indicating that fertilization occurred (Supplementary Fig. 1b). The second synergid cell, termed the persistent synergid cell, was visible until 24-26 HAP (Fig. 1b, c). At about 25–28 HAP, the persistent synergid cell became abruptly invisible, leaving the degenerated receptive synergid and the zygote tightly attached at the micropylar region of the embryo sac (Supplementary Fig. 1c, d). Similarly, the synergid marker was no longer detectable at 28 HAP (Fig. 1d). These observations indicate that the persistent synergid cell has been completely removed at around 25–26 HAP, which corresponds to 17–18 h after fertilization (HAF), taking into consideration that it takes ~8 h for pollen tubes to germinate and grow towards the female gametophyte at a silk length of about 10 cm^22^ (Fig. 1e–h).

**Fig. 1:**
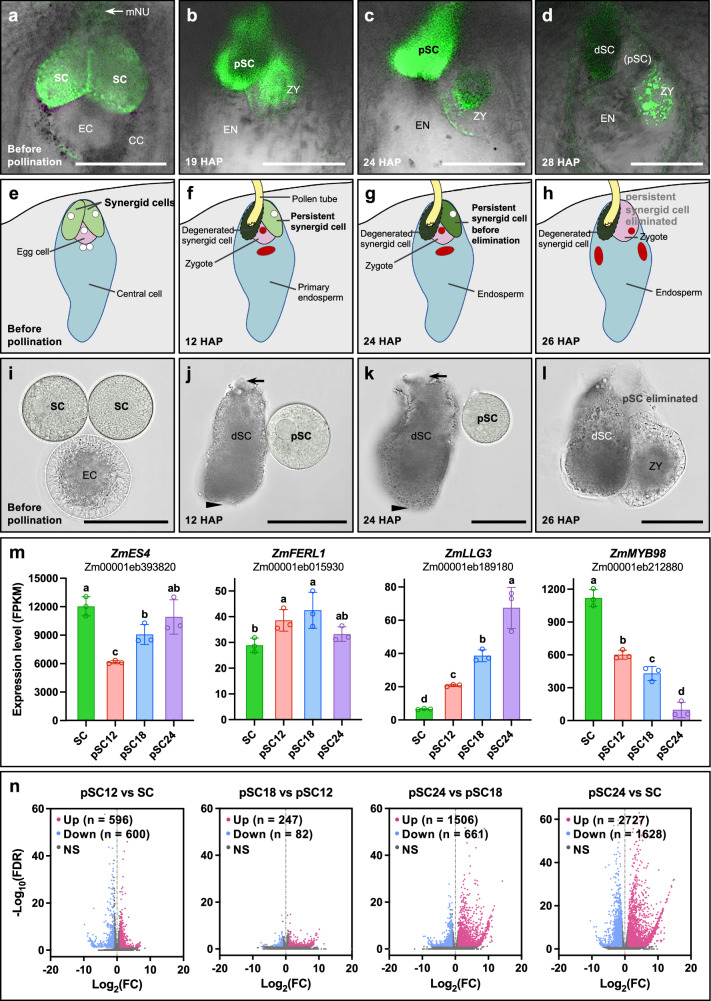
Temporal resolution of transcriptome changes during synergid degeneration in maize. **a**–**d** Tracing synergid cell degeneration using *pZmES4::ZmES4-GFP* as a marker at indicated times before and after pollination. *ZmES4* is expressed in synergid cells and weakly in the egg cell and zygote, respectively. At 28 HAP the synergid signal disappeared. **e**–**h** Scheme showing the timing of the double fertilization process and elimination of the two synergid cells. **i**–**l** Manually isolated synergid cells at indicated stages. At 26 HAP the persistent synergid cell is no longer visible and the zygote is tightly attached to the degenerated receptive synergid cell (**l**). Black arrows and arrowheads indicate pollen tube entrance and sperm cell release regions of the receptive synergid cell, respectively. **m** Expression pattern of known synergid-expressed genes at indicated synergid stages. Transcript levels are shown as FPKM (Fragments Per Kilobase of exon model per Million mapped fragments) values (means ± SD) of three biological replicates. For statistical analysis, count data at the gene level were analyzed with DESeq2^64^. Stage-to-stage comparisons were performed and corrected for multiple testing over all genes and cell stage comparisons using false discovery rate (FDR). Letters above bars indicate significant differences (adjusted *P* < 0.05). Source data are provided in the source data file. **n** Volcano plots depict transcriptional dynamics of differentially expressed genes (DEGs) between indicated stages. Observation of GFP signals in *pZmES4::ZmES4-GFP* (a–d) and synergid cell isolation/observation at sequential stages (**i**–**l**) were repeated three times with similar results. CC central cell, dSC degenerated receptive synergid cell, EC egg cell, EN endosperm, mNU micropylar nucellus, pSC persistent synergid cell, SC Synergid cell, ZY zygote. Scale bars, 50 μm.

Next, we developed methods to isolate living synergid cells and collected cells at defined stages after pollination/fertilization. Since many vacuoles were present in the peripheral region of the egg cells, they could be easily distinguished from synergid cells (Fig. 1i). Morphological changes of receptive synergid cells (they appeared dark after receiving pollen tube contents) facilitated discrimination of synergid cells before fertilization and persistent synergid cells shortly after fertilization (Fig. 1j and Supplementary Fig. 1b). Thereafter, synergid cells before pollination (SC), persistent synergid cells shortly after fertilization (pSC12, 12 HAP/about 4 HAF), during cell degeneration (pSC18, 18 HAP/about 10 HAF) and shortly before cell elimination (pSC24, 24 HAP/about 16 HAF, i.e., only ~1–2 h before cell deletion) were manually isolated (see Fig. 1i–l for isolated cells) and collected to generate high-timing-precision degenerating stage-specific transcriptomic data at cellular resolution. Three independent biological replicates were prepared for each cell stage and sequenced at a depth of over 53 million reads per library (Supplementary Data 1). 

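Synergid cells before pollination (SC, 0 HAP) and persistent synergid cells at 12, 18 and 24 HAP (pSC12, pSC18 and pSC24, about 4, 10 and 16 HAF) gave 12 libraries, 3 per stage. Each library comes from 25 to 28 manually isolated cells whose cDNA was amplified before sequencing. The authors mapped the cleaned reads with HISAT2 to the maize genome AGPv5 (Zm-B73-REFERENCE-NAM-5.0), whose coordinates are given here after gene names, and counted fragments per gene with featureCounts. The paper's text does not name the strand setting or how reads with several mapping positions were treated, so near-identical or overlapping genes are uncertain. The deposited counts are whole numbers without normalization. The deposited FPKM values equal these counts scaled by gene length and by a library size. That library size is the DESeq2 size factor times the geometric mean of the 12 library totals. Fragments counted on genes ranged from 18369408 to 20046478 per SC library (median 18391933), from 25959889 to 26539602 per pSC12 library (median 26301377), from 15435736 to 20834181 per pSC18 library (median 19602762) and from 20319671 to 25897204 per pSC24 library (median 24895973).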

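Expression values are means ± SD of the deposited FPKM over 3 libraries, and stages were compared on the counts with edgeR's quasi-likelihood test, with TMM scaling and one fit over all 12 libraries. The test covered the 21144 genes that passed edgeR's filter on low counts, and its p-values were adjusted by the Benjamini-Hochberg method within each of the 6 stage comparisons. A gene was called higher or lower where its log2 fold change exceeded 1 in size and its adjusted p was under 0.05, the thresholds the paper states. The SE of a log2 fold change is its size divided by the square root of the test's F. Where each library of a stage held at most 3 counts of a gene, the fold against that stage is a lower bound computed against 3 counts. Such limits cover counting error only, since amplified reads without molecular identifiers are not independent molecules. The paper's Supplementary Data 1 gives the share of reads mapped as 84.08% to 86.04% in the SC and pSC18 libraries and pSC24 replicate 1, and as 92.57% to 93.82% in the pSC12 libraries and pSC24 replicates 2 and 3. Only pSC24 holds libraries of both mapping sets, so pSC12 differs from SC and from pSC18 in its mapping set as well as in its stage. A fit with a term for the mapping set separates the 2 through the pSC24 libraries alone, and its values are given where they change a call. The comparison of pSC18 with SC lies within one mapping set. Ranges of the adjusted p over the alternatives leave aside the fits without one library, whose values are given by library. They include edgeR's glmTreat, which tests for a fold change over 2 instead of any change. Where a gene changes by less, a high upper end of its range can come from that test alone.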

A comparison of the three biological replicates within the same stage showed that the expression values between them were highly correlated (average *R*^2^ = 0.93). 

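Between replicates of the same stage, the squared Pearson correlation of log2(FPKM + 1) across all 45247 genes and loci of the table averaged 0.957 over 12 pairs and ranged from 0.929 to 0.974. It is computed across the genes of these libraries, and genes are not independent replicates. The mean within a stage was 0.971 in SC, 0.966 in pSC12, 0.941 in pSC18 and 0.950 in pSC24. Over the 54 pairs of libraries from different stages it averaged 0.908 and ranged from 0.854 to 0.962, with means from 0.861 between SC and pSC24 to 0.949 between SC and pSC12. In pSC24, the only stage with both mapping sets, replicates 2 and 3 of the higher set reached 0.948, and replicate 1 reached 0.956 with replicate 2 and 0.946 with replicate 3. The lowest pairs, 0.929 and 0.930, were those of pSC18 replicate 3 with the other two pSC18 libraries. Over genes with a mean FPKM over 1 in any stage the average was 0.916, and on the linear FPKM scale 0.992. On the scale log2(FPKM + 0.1) over all genes it was 0.930, the paper's 0.93 after rounding.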

Principal component analysis (PCA) further separated the synergid cell samples into four groups (Supplementary Fig. 2). 

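In a principal component analysis of log2(FPKM + 1), PC1 held 45.0% of the variance, PC2 12.6% and PC3 10.4%. The libraries of the 4 stages occupied separate ranges on PC1, from -47.4 to -41.0 for SC, from -37.8 to -28.2 for pSC12, from -15.2 to -4.65 for pSC18 and from 82.7 to 94.1 for pSC24. On PC2, SC lay between -35.5 and -30.5 and pSC12 between 3.20 and 12.4. Replicate 3 of pSC18 lay at 66.0 on PC2, against 19.0 and 15.8 for the other two pSC18 libraries, and at 57.4 on PC3. The pSC24 library with the lower mapping share, replicate 1, lay at 82.7 on PC1, next to 87.7 and 94.1 for replicates 2 and 3.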

In total, transcripts of 14,700–15,800 unique genes were detected in synergid cells at sequential developmental stages (Supplementary Data 1 and 2).

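A mean FPKM over 1 was reached by 15780 genes and loci in SC, 15679 in pSC12, 16296 in pSC18 and 16660 in pSC24, and by 14044 in all 4 stages. Without the loci that carry no annotated gene, 1788 of the 45247 in the table, these numbers were 14792, 14740, 15441 and 15849. Single libraries had between 15408 (in pSC12) and 16783 (in pSC18) genes and loci over this level. A requirement of over 1 in each of the 3 libraries of a stage moved the numbers down to between 14072 and 14588, and a level of 0.5 moved them up most, to between 17681 and 18858. At least 1 count was found for 21582 to 24286 genes and loci per library.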

For the initial analysis of dynamic gene expression during the synergid cell degeneration processes, we focused on known synergid-expressed genes (Fig. 1m). *ZmES4*^21^ transcript levels remain high after fertilization which correlated well with the ZmES4-GFP reporter activity shown in Fig. 1a–c. 

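ZmES4 (Zm00001eb393820, chromosome 9, 131613496 to 131614063) had 12036 ± 1008 FPKM in SC, 6154 ± 170.0 in pSC12, 9071 ± 1052 in pSC18 and 10922 ± 1815 in pSC24 (SD, n = 3 libraries per stage). From SC to pSC12 its log2 fold change was -0.96 (SE 0.12, edgeR adjusted p = 0.00122), and no library of the one stage overlapped with the other. From SC to pSC24 the log2 fold change was -0.15 (SE 0.12, edgeR adjusted p = 0.375), and the libraries of these stages overlapped. From pSC12 to pSC24 it was 0.81 (SE 0.12, edgeR adjusted p = 0.000493). Without SC replicate 1 the fall at pSC12 was -1.03 with an edgeR adjusted p = 0.00397 and passed both thresholds. Under the mapping-set term the fall at pSC12 was -1.14 with an edgeR adjusted p = 0.0574, where the adjusted p ranged from 2.91e-30 to 1 over all alternatives. Scaled to the total count of each library, which puts the median log2 fold change of all genes at 0.27 from SC to pSC12 and at 0.28 from SC to pSC24 (-0.01 and 0.05 with TMM scaling), the change at pSC24 was 0.07 instead of -0.15.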

The *Arabidopsis* receptor-like protein kinase FERONIA and its coreceptor LORELEI were shown to act specifically at the synergid cell surface for pollen tube reception^23,24^. 

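The maize gene ZmFERL1 (Zm00001eb015930, chromosome 1, 55485786 to 55489778) had 28.9 ± 2.76 FPKM in SC, 38.6 ± 4.19 in pSC12, 42.4 ± 7.01 in pSC18 and 33.2 ± 2.83 in pSC24 (SD, n = 3). Its log2 fold change from SC was 0.42 (SE 0.14, edgeR adjusted p = 0.106) at pSC12, 0.55 (SE 0.14, edgeR adjusted p = 0.0296) at pSC18 and 0.19 (SE 0.14, edgeR adjusted p = 0.365) at pSC24. The rise at pSC12 passed the adjusted p threshold with DESeq2 on the 6 libraries of the comparison (DESeq2 adjusted p = 0.00513) and in 3 further fits, and the adjusted p ranged from 0.00513 to 1 over the alternatives. The rise at pSC18 lost it without SC replicate 1, 2 or 3 or without pSC18 replicate 1 or 2 (edgeR adjusted p = 0.131, 0.0603, 0.114, 0.130 and 0.0785). ZmLLG3 (Zm00001eb189180, chromosome 4, 168344785 to 168355517) rose at each stage, with 6.54 ± 0.333, 20.8 ± 0.656, 38.6 ± 3.55 and 67.5 ± 12.4 FPKM from SC to pSC24 (SD, n = 3). From SC its log2 fold change was 1.68 (SE 0.16, edgeR adjusted p = 0.000332) at pSC12, 2.56 (SE 0.16, edgeR adjusted p = 2.75e-05) at pSC18 and 3.35 (SE 0.17, edgeR adjusted p = 7.19e-07) at pSC24. The rise at pSC24 was called in each alternative, and the rise at pSC12 was not called with the mapping-set term (log2 fold change 1.20, edgeR adjusted p = 0.0543; range over the alternatives 9.51e-18 to 0.226).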

Their orthologs in maize, *ZmFERL1,* and *ZmLLG3*^25^, were expressed in synergid cells and showed distinct activation patterns during synergid cell degeneration. We also found that *ZmMYB98*, the most highly expressed transcription factor gene in maize synergid cells, exhibited a substantial and continuous decrease during synergid degeneration (Fig. 1m). 

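Transcription factor genes were taken by the protein domain in the deposited table, where it was on a list of domains chosen by hand. Among them ZmMYB98 (Zm00001eb212880, chromosome 5, 4444783 to 4445878) ranked highest in SC, with 1119.6 ± 79.0 FPKM (SD, n = 3). It fell to 602 ± 40.8 in pSC12, 429.8 ± 64.5 in pSC18 and 97.9 ± 70.0 in pSC24. The log2 fold change was -0.89 (SE 0.34, edgeR adjusted p = 0.157) from SC to pSC12 and -0.49 (SE 0.34, edgeR adjusted p = 0.597) from pSC12 to pSC18, neither past the threshold. Between pSC18 and pSC24 it was -2.15 (SE 0.35, edgeR adjusted p = 0.00195) and from SC to pSC24 -3.53 (SE 0.37, edgeR adjusted p = 3.03e-05), and both were called in each alternative. From SC to pSC18 it was -1.38 (SE 0.34, edgeR adjusted p = 0.0263). Without any one of the 6 SC and pSC18 libraries the edgeR adjusted p lay between 0.0552 (without SC replicate 1) and 0.0837 (without pSC18 replicate 3), against 1.87e-25 to 0.904 over the other alternatives. The fall at pSC12 passed the threshold without pSC24 replicate 3, whose 179 FPKM stand against 59.7 and 55.2 in the other two pSC24 libraries (edgeR adjusted p = 0.00175; 6.29e-22 to 1 over the alternatives). The change from pSC12 to pSC18 turned to 0.46 with the mapping-set term (edgeR adjusted p = 0.898; range over the alternatives 0.00663 to 1).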

In summary, the observed gene expression patterns in synergid cells are in line with previous reports and expectations, which together with strong correlation between independent biological replicates assure the high quality and reliability of the data.

To gain further insight into the timing and scale of PCD triggering, activation, and execution in the persistent synergid cell, we identified significant upregulation of 596 genes in pSC12, 247 genes in pSC18, and 1506 genes in pSC24 (Fig. 1n and Supplementary Fig. 3). 

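Compared with the stage before, 343 genes were called higher and 249 lower in pSC12, 4 higher and 1 lower in pSC18, and 1019 higher and 689 lower in pSC24. At an unadjusted p under 0.05, 1672 genes were higher and 1001 lower from pSC12 to pSC18. The 3 libraries of one stage did not overlap with those of the other in 28.9%, 17.6% and 31.6% of the tested genes in these comparisons, where chance gives 10%. Under the mapping-set term, 13 genes were higher and 27 lower in pSC12, 0 higher and 1 lower in pSC18, and 403 higher and 372 lower in pSC24. With the replicate block as well, these were 0 and 1, 0 and 0, and 212 and 236. With glmTreat they were 9 and 9, 0 and 0, and 298 and 78. With DESeq2 on the 6 libraries of each comparison, 627 genes were higher and 636 lower in pSC12, 252 and 100 in pSC18, and 1557 and 726 in pSC24. With the total count of each library, 981 genes were higher and 149 lower in pSC12, so that 86.8% of the called genes were higher, against 57.9% with TMM scaling. Without SC replicate 1, 2 or 3 or pSC12 replicate 2, the genes higher in pSC12 numbered 203, 180, 175 and 205, and without SC replicate 1, 2 or 3 or pSC12 replicate 1 or 2 those lower numbered 147, 119, 129, 114 and 120. From pSC12 to pSC18 the number higher ranged from 0 (without SC replicate 2, pSC12 replicate 1, pSC18 replicate 2 or pSC24 replicate 1) to 34 (without pSC18 replicate 1).

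**Figure D1:**
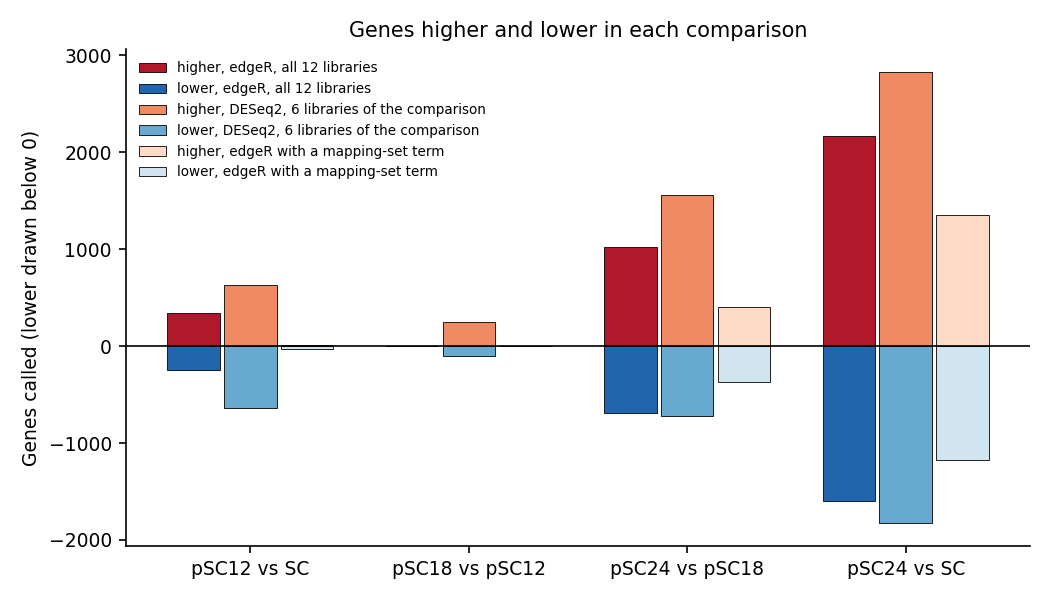
Bars give the number of genes called higher (above 0) and lower (drawn below 0) in pSC12 compared with SC, pSC18 with pSC12, pSC24 with pSC18 and pSC24 with SC, for edgeR on all 12 libraries, DESeq2 on the 6 libraries of each comparison and edgeR with a mapping-set term. The bars for pSC18 compared with pSC12 are the shortest in each of these fits, with 4, 252 and 0 genes higher.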

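Among the called genes with a mean of at least 5 FPKM in the higher stage and no overlap between libraries, the largest fitted rises in pSC12 were those of Zm00001eb160210 (chromosome 3, 225397193 to 225402604), described as a helix-loop-helix protein, Zm00001eb323840 (chromosome 7, 165666137 to 165668454), described as cyclin-D6-1, and Zm00001eb123210 (chromosome 3, 13431090 to 13436275), described as NETWORKED 4A. They reached 5.41 ± 0.550, 18.5 ± 8.77 and 28.3 ± 5.76 FPKM in pSC12 from 0.202 ± 0.349, 1.67 ± 0.709 and 3.33 ± 0.449 in SC (SD, n = 3). Their log2 fold changes were 4.70, 3.47 and 3.09 (SE 1.02, 0.37 and 0.29; edgeR adjusted p = 0.0203, 0.000649 and 0.000332). The first of them was not called without SC replicate 1 or 2 or pSC12 replicate 1 or 2 (edgeR adjusted p = 0.0523, 0.0602, 0.0561 and 0.0532). The largest falls were those of a locus without an annotated gene (chromosome 9, 3939730 to 3940356), of Zm00001eb032470 (chromosome 1, 181709124 to 181709781), described as an auxin responsive protein, and of Zm00001eb147650 (chromosome 3, 183437310 to 183439190), described as an acetyltransferase. The first was at least 29.9-fold lower in pSC12, where its libraries held at most 3 counts, and the second at least 34.1-fold lower (edgeR adjusted p = 0.0233 and 0.0380). The third fell from 37.7 ± 14.6 to 0.451 ± 0.413 FPKM (log2 fold change -6.37 (SE 0.97, edgeR adjusted p = 0.00393)). The locus lost its call in 5 and Zm00001eb032470 in 7 of the fits without one library, with edgeR adjusted p up to 0.0930 (without pSC12 replicate 1) and 0.126 (without pSC12 replicate 2). Of these genes, Zm00001eb160210, the locus, Zm00001eb032470 and Zm00001eb147650 were not called with the mapping-set term (edgeR adjusted p = 0.292, 0.310, 0.241 and 0.164). Their adjusted p ranged over the alternatives from 1.39e-05 to 0.452, 1.52e-06 to 0.516, 3.05e-07 to 0.443 and 4.23e-07 to 0.307.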

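By the same rule, the genes that changed most from pSC12 to pSC18 were Zm00001eb162430 (chromosome 3, 232546450 to 232548926), described as DCD domain protein NRP-B, Zm00001eb120470 (chromosome 3, 4617587 to 4621611), described as a monoglyceride lipase, Zm00001eb289800 (chromosome 6, 163230075 to 163236194), described as phosphatidate phosphatase PAH1, and Zm00001eb327880 (chromosome 7, 175838941 to 175841964), with a domain of unknown function. The first rose to 6.29 ± 4.92 from 0.269 ± 0.127 FPKM, the second to 15.2 ± 2.35 from 5.02 ± 1.47, the third to 11.3 ± 1.09 from 5.07 ± 0.890, and the last fell to 14.6 ± 1.81 from 29.1 ± 2.23 (SD, n = 3). Their log2 fold changes were 4.53, 1.60, 1.14 and -1.004 (SE 0.63, 0.22, 0.15 and 0.14), each with an edgeR adjusted p = 0.0341. None of the 4 was called with edgeR on the 6 libraries of the comparison (edgeR adjusted p = 0.113 for the first and 0.118 for the others) or with the mapping-set term (0.209, 0.255, 0.282 and 0.258). Over all alternatives the adjusted p of the first ranged from 3.53e-12 to 0.703, of the second from 5.27e-09 to 0.714, of the third from 5.52e-10 to 1 and of the last from 7.76e-10 to 1. Each was also lost without SC replicate 1 or 2, pSC12 replicate 1 or 2, pSC18 replicate 2 or pSC24 replicate 1, with edgeR adjusted p between 0.0521 (without pSC24 replicate 1) and 0.162 (without pSC12 replicate 2) for the first. With the replicate block, alone or with the mapping-set term, and with glmTreat none of the 4 was called. The fall of Zm00001eb327880, close to the fold threshold, was also not called with DESeq2 on 12 or 6 libraries or with DESeq2's size factors in edgeR. Nor was it called with TMM without the 200 genes highest in SC, or without SC replicate 3 or pSC18 replicate 3.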

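From SC to pSC24, 2170 genes were called higher and 1600 lower among the 21144 tested. The libraries of both stages did not overlap in 44.6% of the tested genes, where chance gives 10%. Under the mapping-set term, 1351 genes were higher and 1177 lower. Scaled to the total count of each library, 2910 were higher and 1120 lower, so that 72.2% of the called genes were higher, against 57.6% with TMM scaling. The largest rises among genes with at least 5 FPKM and no overlap were those of Zm00001eb169810 (chromosome 4, 21520258 to 21521599), described as sphinganine C4-monooxygenase 2, Zm00001eb154800 (chromosome 3, 208092722 to 208095159), described as an alliin lyase, and ZmVPEγ (Zm00001eb345400), each with 0 counts in SC. Zm00001eb169810 reached 336 ± 123 FPKM in pSC24 and was at least 1821-fold higher. Zm00001eb154800 reached 138 ± 15.3 FPKM and was at least 1511-fold higher (SD, n = 3; edgeR adjusted p of the pair 0.00248 and 0.000323). The largest falls were those of Zm00001eb294460 (chromosome 6, 173415861 to 173417721), described as ascorbate peroxidase 1, Zm00001eb051910 (chromosome 1, 263032343 to 263034045), described as BEL1-like homeodomain protein 11, and Zm00001eb032470. The first fell from 10.1 ± 5.43 FPKM to 0 and was at least 74.9-fold lower, the second fell from 7.65 ± 6.09 to 0.0197 ± 0.0341 and was at least 78.5-fold lower. The third had a log2 fold change of -5.90 (SE 1.66) (edgeR adjusted p = 0.000112, 0.00573 and 0.0187). The last 2 were not called with the mapping-set term (edgeR adjusted p = 0.0958 and 0.0954; over the alternatives 4.72e-11 to 0.126 and 7.62e-07 to 0.158). Zm00001eb032470 was also lost without SC replicate 2 or 3 or pSC24 replicate 1 or 2 (edgeR adjusted p = 0.0618, 0.0563, 0.0563 and 0.0571).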

In total, we observed significant upregulation of 2727 genes in persistent synergid cells at 24 HAP compared to synergid cells. 

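Between pSC18 and pSC24, the 1019 genes called higher and 689 called lower were 1070 and 356 when edgeR was fitted to the 6 libraries of the comparison alone. Between SC and pSC18, which share a mapping set, 572 genes were called higher and 338 lower. Scaled to the total count of each library these were 981 and 222, or 81.5% higher against 62.9%. Without SC replicate 3, 341 genes were higher in pSC18 than in SC, and without SC replicate 2, 214 were lower. Across genes, squared correlations of log2(FPKM + 1) averaged 0.891 between pSC18 and pSC24 libraries and 0.945 between pSC12 and pSC18 libraries. Among genes with at least 5 FPKM in the higher stage and no overlap, the largest rises from pSC18 to pSC24 were those of ZmCEP1 (Zm00001eb039650), ZmEREB154 (Zm00001eb075900) and Zm00001eb371910 (chromosome 9, 3768003 to 3769852), described as a xyloglucan endotransglucosylase, each with 0 counts in pSC18. Zm00001eb371910 reached 18.6 ± 7.31 FPKM (SD, n = 3) and was at least 147-fold higher (edgeR adjusted p = 0.000440). The largest falls were those of Zm00001eb276780 (chromosome 6, 112876516 to 112882738), described as a DEAD-box RNA helicase, Zm00001eb257130 (chromosome 5, 220633019 to 220634115), described as an 18.6 kDa heat shock protein, and Zm00001eb429600 (chromosome 10, 141624631 to 141625340), without a description. Their log2 fold changes were -9.78, -4.21 and -4.19 (SE 2.31, 0.86 and 0.98; edgeR adjusted p = 0.0144, 0.00684 and 0.0134). Library pSC18 replicate 3 held most of the pSC18 counts of the first and the third, whose log2 fold changes without it were -3.59 and -2.01 (edgeR adjusted p = 0.242 and 0.0894). The first was also lost without any one pSC24 library (edgeR adjusted p = 0.0500, 0.0596 and 0.0545) and the third without pSC24 replicate 2 (0.0511). In the fit with the mapping-set term none of the 3 falls was called (edgeR adjusted p = 0.209, 0.162 and 0.260; over the alternatives 0.00412 to 0.544, 5.17e-07 to 0.316 and 5.48e-05 to 0.523).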

Substantial changes were observed between the transcriptional profiles of pSC18 and pSC24, indicating that the major PCD-related activation wave occurs later after fertilization and only within a few hours before persistent synergid elimination.

### Cell-specific gene expression atlas in synergid and egg cells

Next, we analyzed gene expression patterns in synergid cells of maize before pollination. Among the top 30 genes with the highest expression values, 26 genes (86.7%) encode proteins with predicted N-terminal signal peptides (SPs), indicating that they are targeted to the secretory pathway. In contrast, in the neighboring egg cells/zygotes^22^, only 10% of the top 30 genes encode proteins carrying SPs for protein secretion (Fig. 2a and Supplementary Data 3). Remarkably, in the TOP200 category (i.e., top 200 most highly expressed genes), substantially more synergid cell genes encode ER/Golgi localized proteins (11.5% in synergid cells versus 1.5% in egg cells; Fig. 2b and Supplementary Data 3). Conversely, egg cells display remarkably enriched transcripts for mitochondrial proteins (Fig. 2b), indicating elevated mitochondrial biogenesis and/or activity in the female gamete. This result is consistent with the concept that maternal mitochondrial function is important for egg cell maturation and embryogenesis initiation^26^ in flowering plants. Besides, egg cells and zygotes contain comparable highly abundant ribosomal transcripts, which are orders of magnitude higher compared with synergid cells (Fig. 2b). This is consistent with previous studies in animal species showing that large amounts of ribosomes/ribosomal transcripts are produced and stored in the female gamete before fertilization, to fulfill efficient protein production during embryogenesis initiation. Taken together, these results show that synergid cells possess typical characteristics of glandular cells for protein secretion while neighboring egg cells are well prepared for embryonic initiation.

**Fig. 2:**
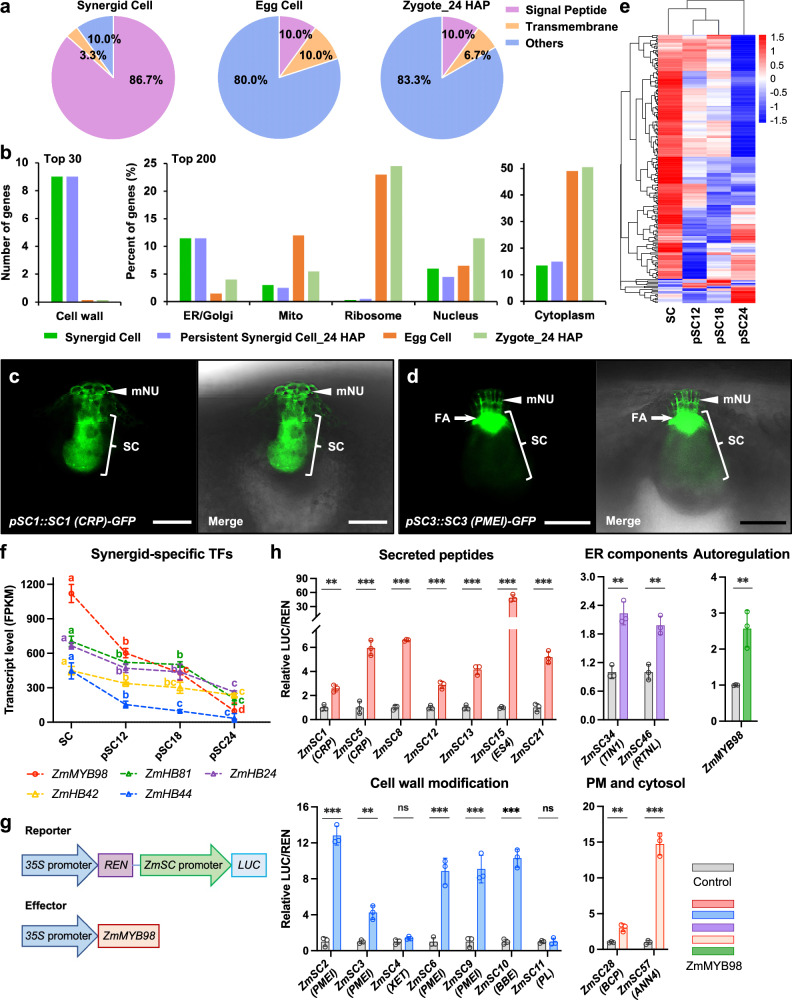
Synergids are glandular cells generating many peptides via a ZmMYB98 controlled GRN. **a** Proportion comparison of the 30 most highly expressed genes in synergid cells before pollination. 86.7% genes encode proteins containing predicted signal sequences for targeting to the secretory pathway. Egg cells and zygotes at 24 HAP are included for comparison. **b** Subcellular distribution of most abundant gene products in indicated cells. Localization of the fusion proteins SC1-GFP (a CRP) (**c**) and SC3-GFP (a PMEI) (**d**) in synergid cells and cell walls of micropylar nucellus cells in mature embryo sacs before pollination. Arrowheads point towards extracellular signals at the micropylar nucellus region. **e** Heatmap showing expression pattern of the TOP200 synergid cell-expressed genes during progression of synergid degeneration. **f** Expression analysis of the most abundant synergid cell-expressed transcription factors during synergid degeneration. For statistical analysis, count data at the gene level were analyzed with DESeq2^64^. Stage-to-stage comparisons were performed and corrected for multiple testing over all genes and cell stage comparisons using false discovery rate (FDR). Letters indicate significant differences between developmental stages (adjusted *P* < 0.05). **g** Scheme of reporter and effector vectors for dual-luciferase transactivation assays presented in (**h**). **h** Transactivation assay showing that ZmMYB98 positively regulates a comprehensive set of most highly expressed synergid-specific/predominant genes. Data from previous publications^22,69,70^ were used to identify synergid-specific/predominant genes (Supplementary Data 4 and 6). Relative ratio of firefly luciferase (LUC) to *Renilla* luciferase (REN) was used to determine relative promoter activation activity. Results are an average of three independent experiments. Statistical significance is determined by two-tailed Student’s *t*-test (**P < 0.01, ***P < 0.001) and the error bars show standard deviation (SD). Source data and further statistical analysis are provided in the source data file. Observations of GFP signals in *pZmSC1::ZmSC1-GFP* (**c**) and *pZmSC3::ZmSC3-GFP* (**d**) were performed three times with similar results. FA filiform apparatus, mNU micropylar nucellus, SC synergid cell. Scale bars, 50 μm.

Remarkably, 28 of the top 30 synergid cell genes (93.3%) show synergid-specific/predominant expression patterns (Supplementary Data 4). This high percentage of cell-specific/predominant expression of the most abundant transcripts was not observed in egg cells or zygotes, supporting the notion of highly specialized functions of flowering plant synergid cells. Moreover, the top synergid cell-specific/predominant genes exhibit extraordinarily high transcript levels, with 21 of them showing FPKM (Fragments Per Kilobase of exon model per Million mapped fragments) values greater than 10,000. 

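Of the 30 genes with the highest mean FPKM in SC, 21 had a mean over 10000, and the number stayed between 18 and 21 with each SC library left out in turn. The highest was ZmSC1 (Zm00001eb351860, chromosome 8, 121004362 to 121004710) with 67758 ± 8653 FPKM (SD, n = 3), followed by ZmSC2 (Zm00001eb304190, chromosome 7, 24982642 to 24983205) with 45932 ± 3696, ZmSC3 (Zm00001eb304180, chromosome 7, 24903934 to 24904646) with 40083 ± 2737, ZmSC4 (Zm00001eb371920, chromosome 9, 3821191 to 3822594) with 34359 ± 2334 and ZmSC5 (Zm00001eb230150, chromosome 5, 72615170 to 72615865) with 32438 ± 2368. The thirtieth gene had 3214 FPKM. Together the 30 genes took 36.5% to 38.5% of the counts of each SC library, 28.3% to 29.5% in pSC12, 31.6% to 34.1% in pSC18 and 32.5% to 35.8% in pSC24. ZmSC2 and ZmSC3 are neighbours on chromosome 7 with the same predicted domain, and the counts of such pairs are uncertain where reads fit both.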

We found that among the top 30 synergid cell genes, nearly half (14 out of 30 genes) encode small secreted peptides (Supplementary Data 4), including ZmESs, which functions in pollen tube rupture during pollen tube reception^21,27^, and other synergid-specific/predominant cysteine-rich peptides (CRPs) with suggested functions in cell-cell recognition during double fertilization^28^. Notably, one-third (10 out of 30 genes) encode secreted cell wall modifiers, including four pectin methylesterase inhibitors (PMEIs) and three pectate lyases (PLs). 

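The deposited annotation gives 4 of these 30 genes a pectinesterase inhibitor domain, Zm00001eb304190 (ZmSC2), Zm00001eb304180 (ZmSC3), Zm00001eb126440 and Zm00001eb126450, with mean values of 45932, 40083, 31035 and 25528 FPKM in SC. It gives 3 a pectate lyase domain, Zm00001eb369640, Zm00001eb151040 and Zm00001eb148660, with 22464, 11351 and 3531 FPKM. ZmSC2 and ZmSC3, and the other two inhibitor genes, carry consecutive identifiers, so reads that fit both members of a pair make their values uncertain.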

We selected two previously undescribed genes (one encoding an unknown CRP and one encoding a PMEI) for validation by expressing *pSC::SC-GFP* constructs in transgenic lines. Being consistent with the cell-specific gene expression data, both of them were strongly and prominently expressed in synergid cells, and were secreted to the micropylar region of the mature ovule (Fig. 2c, d). Further characterization of these abundantly and predominantly expressed secreted proteins will elucidate whether they are involved in facilitating double fertilization and ensuring reproductive success in the monocot and crop plant maize.

### Loss of synergid-specific GRN during synergid degeneration

Analysis of the dynamics of gene expression patterns from the cell- and stage-specific RNA-seq data revealed that the majority of the top 200 synergid-expressed genes were substantially decreased after fertilization (Fig. 2e and Supplementary Data 5). 

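The 200 genes with the highest mean FPKM in SC ranged down to 249 FPKM. Relative to TMM scaling, their median log2 fold change from SC was -0.45 at pSC12, -0.45 at pSC18 and -0.64 at pSC24, with 183, 182 and 173 of them below 0. Of the 200, 21 were called lower at pSC12, 16 at pSC18 and 65 at pSC24, and none was called higher in these comparisons. At an unadjusted p under 0.05, 0 of them were higher at pSC12, 0 at pSC18 and 6 at pSC24. With the total count of each library these numbers were 20, 14 and 20. In mean FPKM, 62 of the 200 were at or under 50% of their SC level in pSC24, 8 at or under 10%, and 70 fell at each stage. The medians and the numbers below 0 moved most with the total count of each library, to -0.16 and 134 at pSC12 and to -0.42 and 151 at pSC24. At pSC12 the number called lower ranged over the alternatives from 1 with the replicate block and the mapping-set term to 88 without a fold threshold, and was 10 with the mapping-set term alone. At pSC24 it ranged from 41 with glmTreat to 134 without a fold threshold, where 5 were higher. With the 200 genes chosen on SC replicate 1 and measured without it, 23 were called lower at pSC12 and 61 at pSC24. The highest 5 genes, ZmSC1 to ZmSC5, had log2 fold changes of -0.79, -0.79, -0.77, -0.47 and -0.70 at pSC12 and of -0.05, -0.34, -0.12, -0.37 and -0.18 at pSC24. At pSC24 the total count turned those of ZmSC1, ZmSC3 and ZmSC5 to 0.17, 0.10 and 0.04. The change of ZmSC1 also turned to 0.08, 0.04 and 0.01 without SC replicate 3, pSC24 replicate 1 and pSC24 replicate 2.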

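Besides ZmSC1 to ZmSC5, the source data sheets name 12 further SC genes. Of these, ZmSC8 (Zm00001eb211380, chromosome 5, 2204072 to 2204932), ZmSC21 (Zm00001eb043890, chromosome 1, 230310901 to 230311341), ZmSC46 (Zm00001eb285020, chromosome 6, 146486448 to 146489431) and ZmSC57 (Zm00001eb017240, chromosome 1, 61753990 to 61756097) were called lower in pSC24 than in SC. They fell from 27531 ± 4185, 10435 ± 942, 1428 ± 100.0 and 1119 ± 83.9 FPKM in SC to 5051 ± 3985, 3307 ± 593, 593 ± 139.6 and 135 ± 82.9 in pSC24 (SD, n = 3). On the log2 scale they changed by -2.46 (SE 0.44, edgeR adjusted p = 0.00123), -1.67 (SE 0.14, edgeR adjusted p = 5.96e-06), -1.28 (SE 0.14, edgeR adjusted p = 3.77e-05) and -3.06 (SE 0.33, edgeR adjusted p = 3.33e-05), and each stayed called with each library left out in turn and with the mapping-set term. Past the adjusted p threshold but short of the fold threshold were ZmSC9 (Zm00001eb126450, chromosome 3, 29349573 to 29350423), ZmSC10 (Zm00001eb277710, chromosome 6, 115786544 to 115788379), ZmSC11 (Zm00001eb369640, chromosome 8, 178284895 to 178286575) and ZmSC34 (Zm00001eb370180, chromosome 8, 179499236 to 179502443), with -0.32 (SE 0.08, edgeR adjusted p = 0.0141), -0.45 (SE 0.09, edgeR adjusted p = 0.00288), -0.30 (SE 0.07, edgeR adjusted p = 0.00476) and -0.79 (SE 0.09, edgeR adjusted p = 4.21e-05). ZmSC9 was not past it without SC replicate 3 or pSC24 replicate 2 (edgeR adjusted p = 0.0752 and 0.0598). Past neither threshold were ZmSC6 (Zm00001eb126440, chromosome 3, 29344424 to 29345224), ZmSC12 (Zm00001eb072210, chromosome 2, 13841937 to 13842938), ZmSC13 (Zm00001eb429990, chromosome 10, 142322948 to 142323662) and ZmSC28 (Zm00001eb152260, chromosome 3, 199725958 to 199726847), with -0.22 (SE 0.09, edgeR adjusted p = 0.0817), -0.21 (SE 0.11, edgeR adjusted p = 0.165), -0.26 (SE 0.10, edgeR adjusted p = 0.0651) and -0.19 (SE 0.15, edgeR adjusted p = 0.404). Each of these 4 passed the adjusted p threshold without pSC24 replicate 3 (log2 fold changes -0.32, -0.35, -0.32 and -0.42; edgeR adjusted p = 0.0122, 0.0138, 0.0369 and 0.0261). Over the other alternatives their adjusted p ranged from 0.0376 to 1, 0.0819 to 1, 0.0356 to 1 and 0.271 to 1.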

To gain a better understanding of synergid-specific GRNs and their regulation during the entire process of synergid elimination, we investigated the most abundant synergid-expressed transcription factors (TFs). In accordance with the observation that most highly expressed genes in synergid cells showed synergid-specific/predominant expression patterns (Supplementary Data 4), we found that eight of the top 10 TFs were also specifically or predominantly expressed in synergid cells (Supplementary Data 6). 

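After ZmMYB98, the highest transcription factor genes in SC, by the protein domain the deposited table lists, were the homeobox genes ZmHB81 (Zm00001eb273120, chromosome 6, 97454896 to 97456351), ZmHB24 (Zm00001eb208000, chromosome 4, 246109392 to 246110982), ZmHB42 (Zm00001eb226570, chromosome 5, 56596085 to 56597688) and ZmHB44 (Zm00001eb226580, chromosome 5, 56671300 to 56672232). ZmHB42 and ZmHB44 are neighbours of the homeobox gene Zm00001eb226590 on chromosome 5, and reads that fit more than one of them make their values uncertain. From SC to pSC12, ZmHB81 fell from 704 ± 44.5 to 522 ± 9.87 FPKM, ZmHB24 from 665 ± 28.3 to 469.9 ± 37.5, ZmHB42 from 449 ± 36.5 to 338 ± 10.5 and ZmHB44 from 446 ± 70.4 to 128, 148 and 186 in the single pSC12 libraries (SD, n = 3). In none of the 4 did an SC library overlap with a pSC12 library. Their log2 fold changes were -0.42 (SE 0.14, edgeR adjusted p = 0.107), -0.49 (SE 0.11, edgeR adjusted p = 0.0255), -0.40 (SE 0.12, edgeR adjusted p = 0.0692) and -1.53 (SE 0.64, edgeR adjusted p = 0.200). With DESeq2 on the 6 libraries of the comparison the DESeq2 adjusted p was 1.28e-06 for ZmHB81, 0.000100 for ZmHB42, 3.63e-19 for ZmHB44 and 6.29e-22 for ZmMYB98. Their ranges over all alternatives, with glmTreat's test for a fold change over 2 among them, were 1.28e-06 to 1, 0.000100 to 1, 3.63e-19 to 1 and 6.29e-22 to 1. Without one library, ZmHB81 passed the threshold on leaving out pSC24 replicate 1 or 3 (edgeR adjusted p = 0.0313 and 0.0325), ZmHB42 on leaving out pSC18 replicate 2 (0.0382) and ZmHB44 on leaving out pSC24 replicate 3 (0.00369). ZmHB24 lost it on leaving out any one SC or pSC12 library, with edgeR adjusted p from 0.0589 (without SC replicate 1) to 0.0944 (without SC replicate 2), with the total count (0.248) and with the mapping-set term (0.421), against 5.24e-07 to 1 over its alternatives. The next 5 transcription factor genes, Zm00001eb219020, Zm00001eb142500, Zm00001eb226590, Zm00001eb150840 and Zm00001eb291730, had 83.9 to 183 FPKM in SC. Their log2 fold changes at pSC12 lay between -0.45 and 0.15.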

Notably, the top five most strongly expressed TFs exhibited synergid-specific expression patterns (Supplementary Data 6) and were significantly downregulated shortly after fertilization at 12 HAP (Fig. 2f), thus about 6 h earlier than PCD activation, which occurs at around 18 HAP (see below). 

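From pSC12 to pSC18 the log2 fold change was -0.06 (SE 0.14, edgeR adjusted p = 0.916) for ZmHB81, -0.11 (SE 0.11, edgeR adjusted p = 0.761) for ZmHB24, -0.18 (SE 0.12, edgeR adjusted p = 0.581) for ZmHB42 and -0.67 (SE 0.63, edgeR adjusted p = 0.729) for ZmHB44. Their mean values in pSC18 were 503 ± 24.0, 438 ± 65.8, 299.8 ± 48.2 and 97.3 ± 13.4 FPKM (SD, n = 3). Between pSC18 and pSC24 the changes were -1.31 (SE 0.14, edgeR adjusted p = 0.000190), -0.75 (SE 0.11, edgeR adjusted p = 0.00119), -0.36 (SE 0.12, edgeR adjusted p = 0.0620) and -1.55 (SE 0.65, edgeR adjusted p = 0.137) in the same order. In pSC24 the 4 genes had 204 ± 50.1, 263 ± 11.0, 236 ± 15.1 and 33.7 ± 42.6 FPKM. The pSC24 mean of ZmHB44 rests on replicate 3 with 82.7 FPKM, against 5.89 and 12.4 in the other two. Without that library its log2 fold change from SC to pSC24 was -5.60 instead of -3.75 and that from pSC18 to pSC24 was -3.40 (edgeR adjusted p = 8.48e-05) and called. The mapping-set term moved the changes from pSC12 to pSC18 of ZmHB81 and ZmHB44 to 0.49 and 2.32 (edgeR adjusted p = 0.559 and 0.589; over the alternatives 0.559 to 1 and 0.0138 to 1). Whether the change from pSC12 to pSC18 differs from that before or after it was not tested.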

The decay of mRNAs for two of the TFs was reduced between 12 HAP and 18 HAP and further continued like for the other TFs after 18 HAP (Fig. 2f and Supplementary Data 6). In particular, the expression of *ZmMYB98* was substantially decreased from a 1200 FPKM value in synergid cells to 98 in persistent synergid cells shortly before cell elimination.

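In single libraries ZmMYB98 had 1048, 1205 and 1106 FPKM in SC. With each library left out in turn, its log2 fold change from SC to pSC24 lay between -4.29 (without pSC24 replicate 3) and -3.25. The other 4 of the 5 highest transcription factor genes were also lower in pSC24 than in SC, with log2 fold changes of -1.80 (SE 0.15, edgeR adjusted p = 5.88e-06) for ZmHB81, -1.35 (SE 0.11, edgeR adjusted p = 7.64e-06) for ZmHB24, -0.94 (SE 0.12, edgeR adjusted p = 0.000113) for ZmHB42 and -3.75 (SE 0.70, edgeR adjusted p = 0.00173) for ZmHB44. ZmHB42 was short of the fold threshold, which it just passed without pSC24 replicate 2 (edgeR adjusted p = 0.000446).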

Based on the consistent overall expression trend, we next asked whether there is a positive regulation between the top synergid-specific TFs and the top synergid-specific/predominantly expressed genes. As *MYB98* was identified as the most strongly expressed TF gene in maize synergid cells and was previously shown to positively regulate a battery of synergid-expressed genes in *Arabidopsis*^29^, we hypothesized that it could regulate other most highly expressed synergid-specific/predominant genes (as well as itself). Therefore, we established a dual-luciferase assay to test whether ZmMYB98 can activate a selected group of the most highly expressed synergid-specific/predominant genes (Fig. 2g). As shown in Fig. 2h, ZmMYB98 stimulated the activities of nearly all selected gene promoters except that of two genes involved in cell wall modification. All secreted peptide genes, including the most strongly expressed CRP genes with potential roles in pollen tube attraction^12,30^ and *ZmES4*^21^ were activated by ZmMYB98. Moreover, four cognate genes encoding secreted cell wall modifier PMEIs, with proposed function in pollen tube growth arrest and reception^31^, exhibited strong induction by ZmMYB98 (Fig. 2h). In addition to secreted peptides and cell wall modifiers, two genes encoding synergid cell-predominant ER protein orthologs (ZmTIN1 and ZmRTNL), a gene encoding a synergid cell-specific plasma membrane blue copper protein (ZmBCP), and a gene encoding a synergid cell-specific cytoplasm annexin (ZmANN4) (Supplementary Data 4), were also positively regulated by ZmMYB98. Since the *ZmMYB98* promoter region itself contains several putative MYB98 binding sites (TAAC)^29^, we then tested whether ZmMYB98 could regulate its own expression. The transactivation assay showed that *ZmMYB98* is indeed autoregulated (Fig. 2h and Supplementary Fig. 4).

To further test this regulation, we investigated the expression and subcellular localization of ZmMYB98-activated ZmSC-GFP fusion proteins under the control of their endogenous promoters in a heterologous dicot system *in planta* (Supplementary Fig. 4). In the absence of ZmMYB98, GFP signals could not be detected in transfected tobacco epidermal cells. In contrast, ZmMYB98 co-expression efficiently promoted the activity of synergid-specific/predominant promoters for ZmSC-GFP expression and secretion as indicated by GFP signals localized at the apoplastic space (Supplementary Fig. 4). These results confirm that the most highly expressed synergid-specific/predominant genes require ZmMYB98 for expression, and ectopic expression of ZmMYB98 in tobacco epidermal cells is sufficient to activate the expression of maize synergid-specific genes in these cells. We therefore conclude that ZmMYB98 controls the expression of most abundantly and predominantly expressed genes in synergid cells. This synergid-specific GRN is significantly downregulated immediately after fertilization (i.e., more than 6 h before the activation of persistent synergid PCD) and nearly shut off shortly before cell elimination.

### ZmRALF12 is required for ROS production at the filiform apparatus adjacent region

ROS are signaling molecules for many basic biological processes, and moreover, they act as main triggers for physiological or programmed pathways for cell death during plant development, reproduction, and stress responses^32–34^. To determine whether ROS are involved in the degeneration process of the persisting synergid cell, we stained maize ovule tissues at different time points before and after fertilization, with the general ROS dye 2’,7’-dichlorofluorescein diacetate (DCFH-DA). Before pollination, ROS accumulation was detected in epidermal micropylar nucellus cells and was almost absent from mature synergid cells (Fig. 3a). However, at 20 HAP (~12 HAF), we detected very intense DCFH-DC staining in the persisting synergid cell, with a maximum ROS accumulation adjacent to the plasma membrane (Fig. 3b–d). To gain more detailed information about ROS production, microdissected whole embryo sacs containing a visible filiform apparatus at the micropylar end were double-stained with a mitochondria-specific fluorescence dye (Mito-Tracker Red) and the ROS marker DCFH-DA. We observed that before pollination, synergid mitochondria constitutively accumulate alongside a compartment that we name filiform apparatus adjacent region (FAAR). ROS was not detectable in the FAAR (Fig. 3e). At 20 HAP, strong granular ROS signals were present, prominently at this polarly localized mitochondria-enriched FAAR (Fig. 3f). These findings indicate that fertilization induces granular ROS production at the polar mitochondria-enriched region, and it accumulates to high levels before persistent synergid degeneration.

**Fig. 3:**
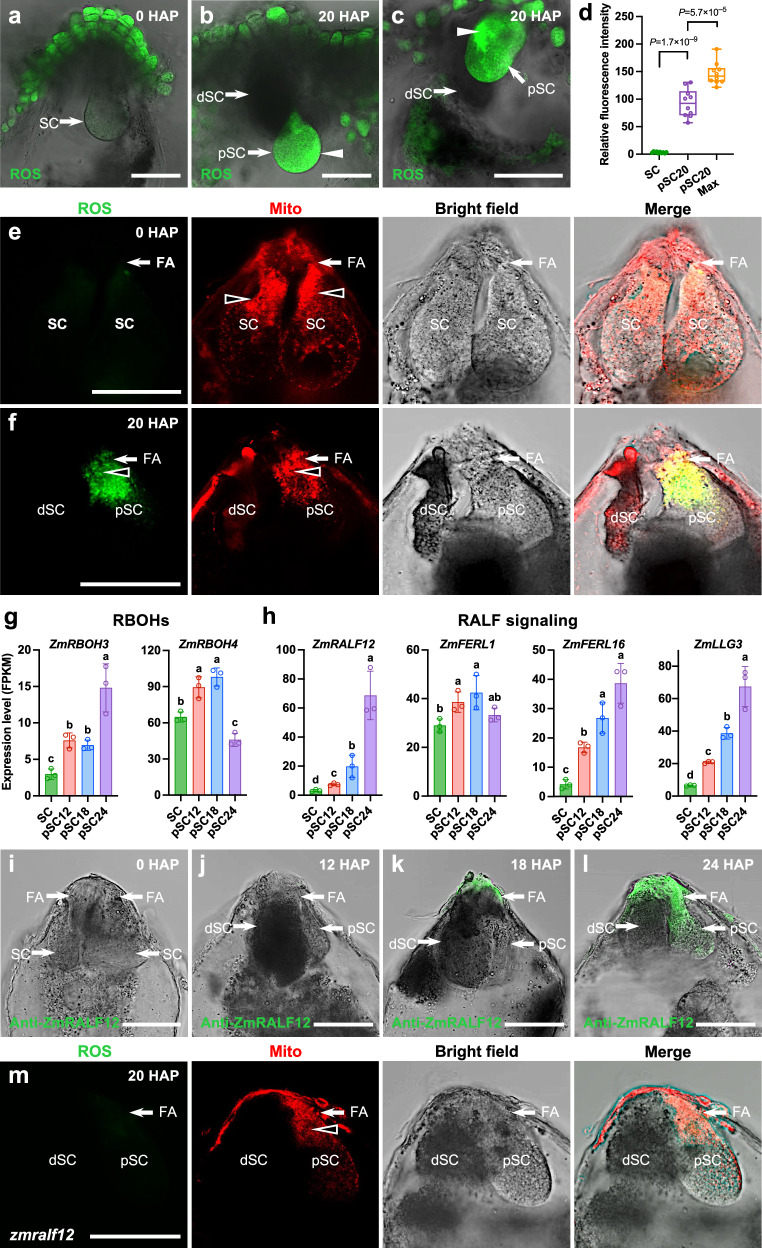
ROS production in the persisting synergid cell is correlated with fertilization-induced accumulation of ZmRALF12 at the filiform apparatus. **a** DCFH-DA staining showing ROS accumulation in epidermal micropylar nucellus cells and its absence inside the mature embryo sac. **b**, **c** At 20 HAP strong staining is detectable inside the persistent synergid cell. White arrowheads point to ROS maxima in persistent synergid cells. **d** Quantification of ROS fluorescence intensity in synergid cells at stages shown in (**a**–**c**) (*n* = 10). **e**, **f** DCFH-DA and Mito-Tracker Red double-staining showing mitochondria constitutively accumulating alongside the filiform apparatus (FA) adjacent region (FAAR) in synergid cells (black arrowheads). ROS are undetectable in synergid cells before pollination (**e**) and accumulate at the mitochondria-enriched FAAR in the persistent synergid cell at 20 HAP (**f**). **g**, **h** Expression of RBOH and RALF peptide/receptor genes during fertilization and persistent synergid degeneration. Transcript levels are shown as FPKM values (means ± SD) of three biological replicates. For statistical analysis, count data at the gene level were analyzed with DESeq2^64^. Stage-to-stage comparisons were performed and corrected for multiple testing over all genes and cell stage comparisons using false discovery rate (FDR). Letters above bars indicate significant differences (adjusted *P* < 0.05). **i**–**l** Immunostaining showing secreted ZmRALF12 peptides at the FA from 18 HAP (**k**) and increasing amounts at 24 HAP at both, FA and FAAR regions. **m** DCFH-DA and Mito-Tracker Red double-staining in *zmralf12* mutant embryo sacs. ROS are not induced at the mitochondria-accumulating FAAR in the persistent synergid cell at 20 HAP. In box-and-whisker plots, center lines represent the 50th percentile; bottom and top of each box indicate the 25th and 75th percentiles, respectively; whiskers represent minimum and maximum, respectively. Statistical significance is determined by two-tailed Student’s *t*-test. Source data and adjusted *P* values (in **g**, **h**) are provided in the source data file. DCFH-DA and Mito-Tracker Red double-staining of intact synergid cells in embryo sacs 0 HAP (**e**) and 20 HAP (**f**), as well as ZmRALF12 immunostaining (**i**–**l**), and DCFH-DA and Mito-Tracker Red double-staining of *zmralf12* mutant embryo sacs 20 HAP (**m**) were repeated three times with similar results. dSC degenerated receptive synergid cell, FA filiform apparatus, pSC persistent synergid cell, SC synergid cell. Scale bars: 50 μm.

Plant NADPH oxidases, also known as respiratory burst oxidase homologs (RBOHs), have been called ‘the engines of ROS signaling’^34^. Two *RBOH* genes, *ZmRBOH3* and *ZmRBOH4*, were expressed in maize synergid cells and were further transcriptionally activated at 12 HAP (Fig. 3g), indicating that major components of the ROS production machinery were present. 

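ZmRBOH3 (Zm00001eb293430, chromosome 6, 171328827 to 171340588) had 2.97 ± 0.722 FPKM in SC, 7.59 ± 1.03 in pSC12, 6.94 ± 0.697 in pSC18 and 14.8 ± 3.29 in pSC24 (SD, n = 3). From SC its log2 fold change was 1.36 (SE 0.21, edgeR adjusted p = 0.00441) at pSC12, 1.23 (SE 0.22, edgeR adjusted p = 0.00462) at pSC18 and 2.30 (SE 0.22, edgeR adjusted p = 1.58e-05) at pSC24. ZmRBOH4 (Zm00001eb197890, chromosome 4, 197889338 to 197894534) had 64.9 ± 4.24, 89.4 ± 8.78, 98.1 ± 7.50 and 45.9 ± 5.43 FPKM. From SC, ZmRBOH4 had a log2 fold change of 0.47 (SE 0.12, edgeR adjusted p = 0.0339) at pSC12, 0.60 (SE 0.12, edgeR adjusted p = 0.00769) at pSC18 and -0.51 (SE 0.12, edgeR adjusted p = 0.00560) at pSC24. At pSC12 the rise of ZmRBOH3 was not called with the mapping-set term (log2 fold change 0.81, edgeR adjusted p = 0.326; range over the alternatives 5.72e-07 to 0.896). That of ZmRBOH4 was past the adjusted p threshold in neither that fit (0.35, edgeR adjusted p = 0.500; range 4.25e-05 to 1) nor without SC replicate 1, 2 or 3 or pSC12 replicate 1 or 2 (edgeR adjusted p = 0.121, 0.0728, 0.140, 0.135 and 0.111).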

RBOHs were previously shown to be activated by Rapid Alkalinization Factor (RALF) signaling peptides involving also members of the *Catharanthus roseus* RLK1-like (CrRLK1L) receptor kinase family and their GPI-anchored LORELEI-like (LLG) co-receptors^35,36^. Among the 24 RALF genes in maize^25^, only *ZmRALF12* was highly induced during persistent synergid degeneration (Fig. 3h and Supplementary Data 7). Additionally, two CrRLK1L and one LLG encoding genes (*ZmFERL1*, *ZmFERL16* and *ZmLLG3*) that potentially form a heterotypic receptor complex with the mobile RALF ligand^25^ were activated shortly after fertilization and continuously increased (with the exception of *ZmFERL1*) indicating that a functional RALF-CrRLK1L-LLG complex can be formed before synergid cell degeneration. This is supported by yeast two-hybrid assays showing that ZmRALF12 interacts with these co-expressed and upregulated receptors (Supplementary Fig. 5). 

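The source data sheet for Supplementary Fig. 6d lists 23 RALF genes with an identifier, of which 3 had enough counts to be tested and 15 had at most 3 counts in each of the 12 libraries. ZmRALF12 (Zm00001eb410350, chromosome 10, 24925839 to 24926805) rose from 3.15 ± 0.770 FPKM in SC to 7.44 ± 0.960 in pSC12, 19.8 ± 7.72 in pSC18 and 68.6 ± 16.7 in pSC24 (SD, n = 3). Its log2 fold change was 4.43 (SE 0.33, edgeR adjusted p = 3.09e-06) from SC to pSC24 and 1.78 (SE 0.29, edgeR adjusted p = 0.00189) from pSC18 to pSC24, and both stayed called with each library left out in turn. ZmRALF16 (Zm00001eb131590, chromosome 3, 67401774 to 67402115), with 0 counts in SC and 3.07 ± 1.22 FPKM in pSC24, was at least 5.66-fold higher (edgeR adjusted p = 0.00869). In pSC24 compared with SC these 2 genes were called higher, 2 also when adjusted over the list alone, and 0 were lower, also at an unadjusted p under 0.05. The number moved most with the replicate block and the mapping-set term together, where 1 gene was called and ZmRALF16 had an edgeR adjusted p = 0.130 (0.000566 to 0.130 over its alternatives). The third tested gene, ZmRALF13, had a log2 fold change of -0.41 (SE 0.98, edgeR adjusted p = 0.809). The listed genes not tested were ZmRALF1 to ZmRALF11, ZmRALF14, ZmRALF15, ZmRALF17 to ZmRALF22 and ZmRALF33, with at most 1.49 FPKM in any library. For the genes at the floor a change of up to 3 counts was not detectable at this depth.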

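ZmFERL16 (Zm00001eb001810, chromosome 1, 5365242 to 5367385) had 4.17 ± 1.59 FPKM in SC, 16.8 ± 1.79 in pSC12, 26.8 ± 5.20 in pSC18 and 38.7 ± 6.78 in pSC24 (SD, n = 3). From SC it changed by 2.01 (SE 0.26, edgeR adjusted p = 0.00141) at pSC12, 2.68 (SE 0.26, edgeR adjusted p = 0.000219) at pSC18 and 3.20 (SE 0.27, edgeR adjusted p = 6.97e-06) at pSC24 on the log2 scale. The change from pSC18 to pSC24 was 0.52 (SE 0.24, edgeR adjusted p = 0.181). At pSC12 the rise was 2.24 with the mapping-set term and was not called (edgeR adjusted p = 0.0696; range over the alternatives 5.40e-12 to 0.105). Between pSC18 and pSC24, ZmLLG3 changed by 0.79 (SE 0.15, edgeR adjusted p = 0.00450) and ZmFERL1 by -0.37 (SE 0.14, edgeR adjusted p = 0.103) on the log2 scale.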

We further performed immunological analysis using antibodies against ZmRALF12. Consistent with the cell- and stage-specific RNA-seq data and the predicted secreted subcellular location, ZmRALF12 peptides were undetectable before fertilization and detected at the filiform apparatus only from 18 HAP, and with a significant increase at 24 HAP at both the filiform apparatus and the FAAR (Fig. 3i–l). We therefore hypothesized that the fertilization-induced ZmRALF12 peptide ligand is the limiting factor that triggers ROS production and subsequent oxidative burst in the persisting synergid cell. To test this hypothesis, we generated *zmralf12* mutants using the CRISPR-Cas9-mediated genome editing system. We obtained the loss-of-function mutant *zmralf12*^−/−^ (Supplementary Fig. 6) and investigated ROS production after fertilization. In contrast to wild-type plants (Fig. 3f), ROS were not induced at the mitochondria-accumulating FAAR at 20 HAP in *zmralf12* mutants (Fig. 3m). Therefore, we conclude that fertilization-induced ROS production, prominently at the mitochondria-enriched FAAR, is correlated with ZmRALF12 production and accumulation in this area.

### ZmRALF12 triggers mitochondrial ROS production

We next investigated whether ZmRALF12 indeed has the ability to induce ROS production in vivo in synergid cells. Using an optimized ovule cultivation system, we applied each 10 μM ZmRALF12 and two pollen tube-expressed ZmRALF1 and ZmRALF2 peptides^25^ for 30 min to the ovule culture medium containing unpollinated ovule tissues. ROS accumulation and mitochondria localization were detected using DCFH-DC and Mito-Tracker Red double staining. In comparison to ZmRALF1 and ZmRALF2, ZmRALF12 (gene ID Zm00001eb410350) treated ovule tissues displayed strong ROS accumulation at the FAAR (Fig. 4a and Supplementary Fig. 7a–c), comparable to signals in persistent synergid cells from pollinated ovule tissues at 20 HAP (Fig. 3f).

**Fig. 4:**
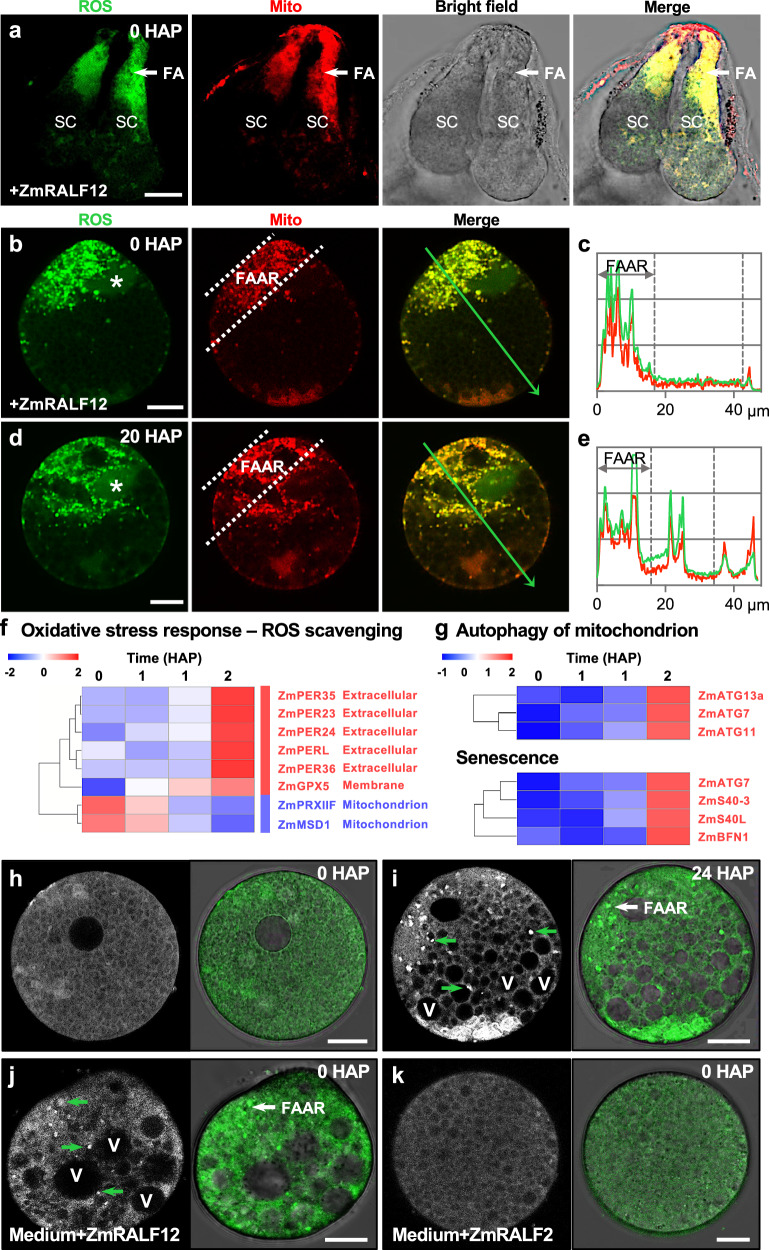
Fertilization-induced autocrine ZmRALF12 signal mediates mitochondrial oxidative stress and synergid apoptosis. **a** ZmRALF12 application assay using an optimized ovule cultivation system. Sectioned ovules are double-stained with DCFH-DA and Mito-Tracker Red to visualize the ZmRALF12 response and mitochondria localization. ZmRALF1 and ZmRALF2 application were negative (Supplementary Fig. 7). ZmRALF12 application (4 μM for 30 min) triggers high levels of mitochondrial ROS accumulation at the FAAR in manually isolated synergid cells (**b**, **c**), comparable to persistent synergid cells isolated at 20 HAP (**d**, **e**). Asterisks indicate moderate ROS accumulation in synergid nuclei. Merged images of ROS accumulation and a mito-tracker are as indicated (**b**, **d**). Intensity plots (**c**, **e**) were generated along the green arrows in (**b**, **d**). **f** In contrast to the activation of extracellular targeted ROS scavenging enzymes, mitochondrial ROS scavenging enzymes are downregulated after fertilization and continually decrease during synergid degeneration. **g** Mitophagy and senescence-related genes are strongly activated at 24 HAP. **h**, **i** Monodansylcadaverine (MDC) staining showing an intact synergid cell before fertilization (**h**) and active autophagic processes and vacuole accumulation in the persistent synergid cell before its elimination (**i**). **j**, **k** ZmRALF12, but not ZmRALF2, can effectively trigger autophagosome production and vacuole accumulation in synergid cells, comparable to persistent synergid cells at 24 HAP (**i**). Green arrows point to autophagosomes transported to vacuoles. The white arrow shows autophagy maxima at the mitochondrial ROS accumulating FAAR. ZmRALF12 application assays (**a**, **b**), DCFH-DA and Mito-Tracker Red double staining of persistent synergid cells at 20 HAP (**d**), MDC staining of synergid cells at 0 HAP (**h**) and persistent synergid cells at 24 HAP (**i**), as well as MDC staining after ZmRALF12 (**j**) or ZmRALF2 (**k**) treatment were repeated three times with similar results. FA filiform apparatus, FAAR filiform apparatus adjacent region, SC synergid cell. Scale bars, 20 μm (**a**) and 10 μm (**b**, **d**, **h**–**k**), respectively.

In order to attain a higher resolution to discern subcellular localization, we then analyzed mitochondria localization and ZmRALF12 response in microdissected synergid cells. The *pZmSC3::ZmSC3-GFP* line was used in combination with Mito-Tracker Red staining to trace the filiform apparatus and the FAAR during manual synergid cell isolation. Consistent with observations using the B73 wild type (WT) inbred line (Fig. 3e), mitochondria of *pZmSC3::ZmSC3-GFP* plants were accumulated at the FAAR in synergid cells (Supplementary Fig. 7d). This mitochondria-enriched region is maintained in synergid protoplasts after manual isolation (Supplementary Fig. 7e–g), which exhibits efficient and specific ZmRALF12 response shortly after peptide ligand application (Supplementary Fig. 7h). These findings confirm that manual cell dissection does not affect synergid functionality in polar mitochondria distribution and ZmRALF12 response.

We thus conducted ZmRALF12 treatment (4 μM for 30 min) with manually isolated synergid cells before pollination and double-stained the cells with Mito-Tracker Red and DCFH-DA. We found both, ROS and mitochondrial signals, showing prominent localization as accumulated particles at the FAAR (Fig. 4b). This cellular synergid domain was previously reported to contain the FER-LLG receptor complex in the model plant *Arabidopsis*^23,24^. Colocalization of ROS production sites and mitochondria was revealed by the overlap of signals resulting in yellow staining and a strong correlation of relative fluorescence intensity plots (Fig. 4c). The same result was obtained when double staining was performed on microdissected persistent synergid cells at 20 HAP (Fig. 4d, e). Notably, in both cases, the strongest ROS production area was at the FAAR, which is in close proximity to the cellular ZmRALF12-receptor interacting region. A decrease in subcellular ROS signal intensity correlates well with the distance from the micropylar FAAR (Fig. 4c, e). Collectively, we conclude that fertilization-induced ZmRALF12 triggers ROS production and accumulation in synergid mitochondria from the filiform domain of synergid cells.

To further decipher the underlying process that leads to mitochondrial ROS production, we explored which ZmRALF12 downstream effectors might regulate the mitochondrial ROS response. Since two NADPH oxidases (RBOH3 and RBOH4)—potential signaling pathway effectors^10,36^—were upregulated in persistent synergid cells after fertilization (Fig. 3g), we then determined whether RBOHs, with predicted localization at the plasma membrane, are involved in mitochondrial ROS production. Preincubation with VAS2870, a specific inhibitor of NADPH oxidases^37^, abolished ROS production in both, mitochondria and cytosol (Supplementary Fig. 8a, b). This strongly supports the key role of RBOHs in promoting mitochondrial ROS production, being consistent with a recent study showing that the RBOH machinery acts in H_2_O_2_ accumulation in guard cell mitochondria to facilitate stomatal closure^37^. Previous studies in animal systems have shown that ROS production and signaling are intimately associated with Ca^2+^ channel activation, enabling Ca^2+^ flux into the cytosol or a particular subcellular compartment (e.g., mitochondria). Elevated Ca^2+^ uptake in mitochondria is intimately linked to respiratory chain activity stimulation, leading to higher amounts of mitochondrial ROS production^38^. In support of this scenario, we found that H_2_O_2_, the product of RBOHs and the major ROS in unicellular and multicellular organisms^39^, can effectively induce mitochondrial ROS accumulation in synergid cells. Furthermore, both ZmRALF12-triggered RBOH-dependent and H_2_O_2_-induced mitochondrial ROS accumulation is Ca^2+^ channel-dependent (Supplementary Fig. 8c–f). Since ABA signaling is also upregulated during persistent synergid degeneration (see below), we further tested whether ABA could induce ROS production in synergid mitochondria. In contrast to ZmRALF12, ABA treatment did not trigger mitochondrial ROS production in synergids (Supplementary Fig. 8g, h). Taken together, we conclude that ZmRALF12 specifically triggers mitochondrial ROS production at the FAAR, and this process is dependent on RBOH and Ca^2+^ channel activity.

### ZmRALF12-triggered mitoROS production mediates oxidative stress and dPCD in the persisting synergid cell

To further explore the temporal and spatial dynamics of ZmRALF12-induced ROS production, we generated a time series of ZmRALF12 treatment on synergid cells, ranging from 0 to 40 min. Remarkably, already at 5 and 10 min, respectively, ZmRALF12 triggered granular ROS accumulation at the mitochondria-enriched FAAR (Supplementary Fig. 9a), demonstrating rapid RALF-induced mitochondrial ROS production. Extended periods of ZmRALF12 incubation led to significantly elevated granular ROS accumulation at this region and an ultimate granular ROS expansion throughout the whole synergid cell (Supplementary Fig. 9a, b). Similarly, increased ZmRALF12 concentrations correlated with higher ROS levels at the FAAR and the same trend of granular ROS diffusion towards their opposite cellular domain (Supplementary Fig. 9c, d). These results show that fertilization-induced synergid cell-derived autocrine signal ZmRALF12 rapidly (within minutes) triggers mitochondrial ROS accumulation at the FAAR, and mediates high ROS levels in a time- and concentration-dependent manner.

Consistent with a strong increase of *ZmRALF12* expression in synergid cells from 18 to 24 HAP and the observed mitochondrial ROS accumulation at 20 HAP, a subset of genes involved in peroxisomal functions including NAD^+^ import (*ZmPXN*), 2-hydroxy acid oxidation (*ZmGLO3*), very long-chain fatty acids (VLCFAs) synthesis for peroxisomal metabolization (*ZmKCR1*) and fatty acid oxidation (*ZmSDP1*, *ZmECH2,* and *ZmKAT5*), were strongly activated in the persisting synergid cell after 18 HAP (Supplementary Fig. 10). These findings further indicate that the onset of oxidative burst occurs with some delay after fertilization, which ultimately provokes a shift from the compartmental redox balance towards oxidative stress. 

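Of the genes named for peroxisomal functions, ZmGLO3 is the one whose name the descriptions of the deposited table pair with a single identifier, Zm00001eb070280 (chromosome 2, 9356706 to 9360966), described as peroxisomal (S)-2-hydroxy-acid oxidase GLO3. It had 17.1 ± 0.357 FPKM in SC, 13.9 ± 5.85 in pSC12, 11.2 ± 2.41 in pSC18 and 33.6 ± 4.71 in pSC24 (SD, n = 3). From pSC18 to pSC24 its log2 fold change was 1.57 (SE 0.26, edgeR adjusted p = 0.00195) and from SC to pSC24 0.97 (SE 0.25, edgeR adjusted p = 0.0130), the latter short of the fold threshold. It passed that threshold with the mapping-set term (1.16, edgeR adjusted p = 0.0394; range over the alternatives 1.20e-06 to 0.930) and without SC replicate 2 or pSC24 replicate 2 (1.01 and 1.06, edgeR adjusted p = 0.0378 and 0.0196). The other genes named there were not analysed here.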

Previous studies in animal systems demonstrated that the switch from redox balance to oxidative stress is largely mediated through Ca^2+^ signaling^40^. In accordance with an oxidative stress response status in the persistent synergid cell at 24 HAP (Fig. 4f–i), we identified significant upregulation of genes encoding plasma membrane and ER-membrane Ca^2+^ channels (*ZmCSC1* and *ZmTMCO1*), mitochondrial inner membrane Ca^2+^ uniporter that mediates Ca^2+^ uptake into mitochondria (*ZmMCU2*), and Ca^2+^ signaling components involved in senescence regulation (Supplementary Fig. 11). Since ZmRALF12-induced mitochondrial ROS accumulation is Ca^2+^ channel-dependent (Supplementary Fig. 8), the strong upregulation of these Ca^2+^ channel genes would further accelerate mitochondrial ROS production in the persisting synergid. The concomitant induction of gene batteries for oxidative stress response and senescence (Fig. 4f, g) further confirms the shift from a balanced to an oxidative stress status in persisting synergid cells at ~24 HAP.

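Among the oxidative stress genes of Fig. 4f, ZmPER35 was matched to a single identifier, Zm00001eb058260 (chromosome 1, 286380116 to 286382781). It had 0.197 ± 0.190 FPKM in SC, 0.0823 ± 0.0886 in pSC12, 1.26 ± 1.88 in pSC18 and 18.4 ± 13.1 in pSC24 (SD, n = 3). The log2 fold change to pSC24 was 6.54 (SE 1.35, edgeR adjusted p = 0.00312) from SC and 3.83 (SE 1.12, edgeR adjusted p = 0.0387) from pSC18. With each library left out in turn the first lay between 5.77 and 7.43 and was called. The second was not called without SC replicate 1, pSC18 replicate 1 or 2 or any one pSC24 library (edgeR adjusted p = 0.0527, 0.107, 0.0768, 0.0512, 0.0606 and 0.163).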

In contrast to the upregulation of oxidative stress response ROS-scavenging enzymes that are targeted to the extracellular matrix, mitochondrial antioxidant enzymes, which protect cells from apoptosis^41,42^, are specifically downregulated after fertilization and during the progressing of synergid degeneration (Fig. 4f). 

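Among the antioxidant enzymes of Fig. 4f, ZmPRXIIF was matched to a single identifier, Zm00001eb128160 (chromosome 3, 39318439 to 39321342). It fell from 67.1 ± 3.38 FPKM in SC to 52.9 ± 4.27 in pSC12, 37.3 ± 1.12 in pSC18 and 33.1 ± 4.50 in pSC24 (SD, n = 3). Its log2 fold change from SC was -0.34 (SE 0.13, edgeR adjusted p = 0.158) at pSC12, -0.85 (SE 0.13, edgeR adjusted p = 0.00260) at pSC18 and -1.03 (SE 0.13, edgeR adjusted p = 0.000107) at pSC24. The last lay under the fold threshold with the total count of each library (-0.81) and without SC replicate 3, pSC24 replicate 1 or pSC24 replicate 2 (-0.97, -0.97 and -0.99), while its edgeR adjusted p stayed under the threshold in each of these fits.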

By using monodansylcadaverine (MDC) staining, we further observed active autophagic processes and vacuole accumulation shortly (i.e., only ~1–2 h) before persistent synergid elimination (Fig. 4h, i). Notably, autophagosomes are also most abundant in the FAAR, where ZmRALF12-triggered mitochondrial ROS production and oxidative stress/damage are most evident (Fig. 4i). This is consistent with the activation of a series of mitophagy-related genes known to be involved in autophagic removal of oxidatively damaged mitochondria^43^ (Fig. 4g and Supplementary Fig. 12a). Furthermore, ZmRALF12, but not ZmRALF2, can effectively trigger autophagosome production and vacuole accumulation in synergid cells (Fig. 4j, k), comparable to persistent synergid cells at 24 HAP (Fig. 4i). Collectively, these results show that the peptide ligand ZmRALF12 triggers mitochondrial ROS production after successful fertilization accompanied with downregulation of mitochondrial antioxidant enzymes. This mediates the switch to oxidative stress and senescence thereby activating the dPCD pathway in the persisting synergid cell.

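Of the autophagy genes of Fig. 4g, ZmATG7 was matched to a single identifier, Zm00001eb358160 (chromosome 8, 146912593 to 146921692). It had 13.0 ± 1.98 FPKM in SC, 18.2 ± 0.728 in pSC12, 19.3 ± 2.40 in pSC18 and 57.4 ± 15.3 in pSC24 (SD, n = 3). The log2 fold change was 2.13 (SE 0.18, edgeR adjusted p = 7.64e-06) from SC to pSC24 and 1.56 (SE 0.18, edgeR adjusted p = 0.000239) from pSC18 to pSC24. With each library left out in turn the first stayed between 1.89 and 2.28. Of the senescence genes, ZmS40-3 (Zm00001eb353760, chromosome 8, 128449999 to 128450732) rose from 28.1 ± 14.7 FPKM in SC to 540.5 ± 347 in pSC24, with a log2 fold change of 4.25 (SE 0.55, edgeR adjusted p = 0.000127).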

### ZmRALF12-triggered mitoROS and ethylene promote sensitized synergid cell death

Since mitochondrial antioxidant enzymes are specifically downregulated after fertilization (Fig. 4f), persistent synergid cells appear to be less protected and more sensitive to mitochondrial ROS accumulation. We therefore investigated whether the absence of mitochondrial ROS production in *zmralf12* mutants indeed affects persistent synergid degeneration. Due to the expression of *ZmRALF12* in vegetative tissues^25^, *zmralf12* mutants showed a dwarf phenotype resulting limited number of ovaries and kernels (Supplementary Fig. 6c–e). Therefore, statistical analysis of persisting synergid degeneration phenotype with *zmralf12* mutants was not applicable. We thus used an alternative approach by manipulating the persistent synergid environment to mimic the ROS deficiency phenotype of *zmralf12* mutants. Ovules were harvested at 16 HAP and cultivated in an optimized culture medium or medium supplied with ROS scavenger CuCl_2_ (5 mM). Compared to the control, post-fertilization ROS scavenger application (mimicking a *zmralf12* mutant) significantly delayed persistent synergid cell death/elimination (Fig. 5a–c). Taken together, ZmRALF12-triggered mitochondrial ROS production in the persisting synergid cell crucially determines timely persistent synergid cell death and elimination.

**Fig. 5:**
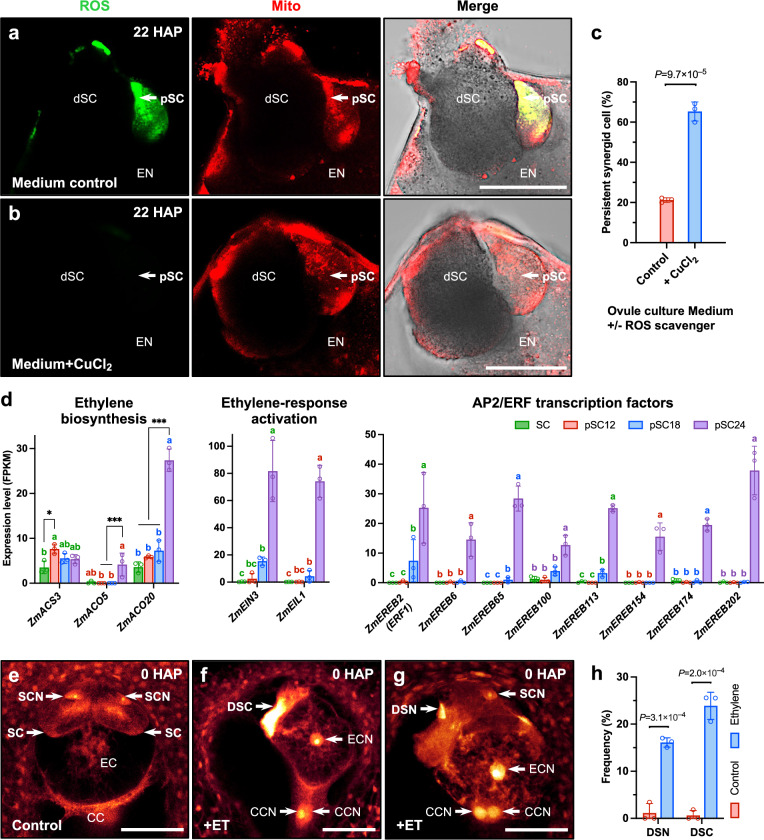
Fertilization-induced ROS and ethylene production act synergistically to promote synergid cell death in maize. **a**–**c** Post-fertilization ROS scavenger application delays persistent synergid cell death/elimination. Ovules were harvested at 16 HAP and cultivated in an optimized culture medium (**a**; control) and medium supplied with the ROS scavenger CuCl_2_ (5 mM, **b**), respectively. In contrast to control (**a**), ROS was almost non-detectable in persistent synergid cells after CuCl_2_ application 22 HAP (**b**). **c** Frequency of persistent synergid cell-containing embryo sacs analyzed at 28 HAP (control: *n* = 28; +CuCl_2_: *n* = 30). **d**–**h** Post-fertilization ethylene production activates the ethylene signaling pathway and promotes synergid cell death in maize. **d** Strong activation of ethylene (ET) biosynthesis and ET-responsive genes at 24 HAP in the persistent synergid cell. Transcript levels are shown as FPKM values (means ± SD) of three biological replicates. For statistical analysis, count data at the gene level were analyzed with DESeq2^64^. Stage-to-stage comparisons were performed and corrected for multiple testing over all genes and cell stage comparisons using false discovery rate (FDR). Letters above bars indicate significant differences (adjusted *P* < 0.05). For ET biosynthesis genes, significant differential expressions (DEs) are shown (*log_2_FC > 1 and adjusted *P* < 0.05, ***log_2_FC > 1 and adjusted *P* < 0.001). ET application specifically triggers only synergid c**e**ll death in the mature female gametophyte. CLSM of a female gametophyte without ET treatment (**e**; control) and 30 h after ET treatment exhibiting fully degenerated synergid cells (**f**) and degenerated synergid nuclei (**g**), respectively. **h** Frequencies of synergid defects (control: *n* = 119; +ET: *n* = 163). Statistical significance (in **c**, **h**) is determined by two-tailed Student’s *t*-test, and data are presented as mean values ± SD. Source data and adjusted *P* values (in **d**) are provided in the source data file. CC central cell, CCN central cell nucleus, dSC degenerated receptive synergid cell by pollen tube reception, DSC degenerated synergid cell by ET treatment, DSN degenerated synergid nucleus by ET treatment, EC egg cell, ECN egg cell nucleus, EN endosperm, pSC persistent synergid cell, SC synergid cell, SCN synergid cell nucleus. Scale bars, 50 μm.

ROS signaling is interconnected with the response to several phytohormones, especially the gaseous hormone ethylene. Production of ethylene and the activation of ethylene responses have been reported to belong in vegetative development as the first events following the accumulation of ROS^44,45^. In *Arabidopsis*, it has been previously shown that ethylene signaling is required for the degeneration of the persistent synergid cell and the establishment of a pollen tube block^18,19,46^. To dissect the contributions of ethylene and ethylene signaling to synergid cell death, we therefore first investigated the dynamic expression changes of genes related to ethylene biosynthesis and signaling. The ethylene biosynthetic pathway consists of two well-defined enzymatic steps: first, ACC synthase (ACS) catalyzes the conversion of *S*-adenosyl methionine (SAM) to the intermediate 1-aminocyclopropane-1-carboxylic acid (ACC), and second, ACC oxidase (ACO) oxidizes ACC to generate ethylene^47,48^. Our cell- and stage-specific RNA-seq data set revealed that both *ACS* and *ACO* genes were expressed throughout the processes of fertilization and persistent synergid degeneration, but in contrast to *ACSs*, *ACOs* (*ZmACO5* and *ZmACO20*) showed a significant increase at 24 HAP (Fig. 5d and Supplementary Data 7). Accordingly, the key regulators of ethylene signaling, EIN3 and EIL1, which are sufficient for the activation of the ethylene-response pathway^49^, were de novo expressed after fertilization and showed an enormous increase at this later stage (Fig. 5d). 

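ZmACS3 (Zm00001eb378300, chromosome 9, 25862906 to 25866062) had 3.53 ± 1.42 FPKM in SC, 7.62 ± 1.07 in pSC12, 5.53 ± 1.14 in pSC18 and 5.36 ± 1.00 in pSC24 (SD, n = 3). Its log2 fold change was 0.59 (SE 0.31, edgeR adjusted p = 0.180) from SC to pSC24. Without SC replicate 2 this change was 1.00 (edgeR adjusted p = 0.0444). ZmACO20 (Zm00001eb193360, chromosome 4, 182624805 to 182627090) had 3.60 ± 1.17, 5.84 ± 0.291, 7.25 ± 2.37 and 27.4 ± 2.50 FPKM. For this gene the log2 fold change to pSC24 was 2.92 (SE 0.30, edgeR adjusted p = 2.66e-05) from SC and 1.90 (SE 0.29, edgeR adjusted p = 0.00120) from pSC18. ZmACO5 (Zm00001eb357070, chromosome 8, 142565914 to 142567685) had 4.17 ± 2.54 FPKM in pSC24, with 53, 307 and 210 counts in replicates 1 to 3, and 0.174 ± 0.302 in SC, where replicate 2 held all 15 counts. It was at least 38.4-fold higher in pSC24 than in pSC18, where no library held a count (edgeR adjusted p = 0.0104). From SC to pSC24, ZmACO5 had a log2 fold change of 4.56 (SE 1.46, edgeR adjusted p = 0.0398). The latter was not called without SC replicate 1 or 3, pSC12 replicate 2 or pSC24 replicate 2 or 3 (edgeR adjusted p = 0.0910, 0.0911, 0.0581, 0.130 and 0.0921), with the mapping-set term (0.293) or with DESeq2 on the 6 libraries of the comparison (DESeq2 adjusted p = 0.0824). Over the alternatives the adjusted p ranged from 0.0103 to 0.293.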

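ZmEIN3 (Zm00001eb395480, chromosome 9, 139161296 to 139165520) had 0.190 ± 0.168 FPKM in SC, 2.47 ± 3.91 in pSC12, 15.4 ± 3.04 in pSC18 and 81.7 ± 22.5 in pSC24 (SD, n = 3). Its log2 fold change to pSC24 was 8.75 (SE 1.48, edgeR adjusted p = 0.000879) from SC and 2.40 (SE 1.02, edgeR adjusted p = 0.142) from pSC18. In pSC12 its 0, 53 and 826 counts lay almost entirely in replicate 3, and without that library the change from pSC18 to pSC24 had an edgeR adjusted p = 0.0181, and without pSC12 replicate 1 of 0.0452. On the 6 libraries of the comparison this change was called with edgeR (edgeR adjusted p = 0.00260) and with DESeq2 (DESeq2 adjusted p = 1.92e-21). Over all alternatives the adjusted p ranged from 1.92e-21 to 0.643. ZmEIL1 (Zm00001eb015440, chromosome 1, 52825403 to 52829476) had 0.0835 ± 0.0605, 0.0872 ± 0.137, 4.26 ± 4.22 and 74.2 ± 11.8 FPKM. To pSC24 its log2 fold change was 9.79 (SE 1.13, edgeR adjusted p = 5.98e-05) from SC and 4.10 (SE 0.78, edgeR adjusted p = 0.00443) from pSC18. Both genes were called higher in pSC24 than in SC in each fit without one library and with the mapping-set term.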

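The AP2/ERF genes ZmEREB2, ZmEREB6, ZmEREB65, ZmEREB100, ZmEREB113, ZmEREB154, ZmEREB174 and ZmEREB202 had mean values of 25.3, 14.6, 28.4, 12.7, 25.1, 15.6, 19.5 and 37.9 FPKM in pSC24. Each was called higher in pSC24 than in SC. ZmEREB2 (Zm00001eb429870, chromosome 10, 142075767 to 142077033), ZmEREB6 (Zm00001eb074730, chromosome 2, 21468802 to 21470101), ZmEREB65 (Zm00001eb103110, chromosome 2, 200582357 to 200583334) and ZmEREB154 (Zm00001eb075900, chromosome 2, 25177403 to 25179618), with 0 counts in SC, were at least 173-, 102-, 149.8- and 186-fold higher (edgeR adjusted p = 0.000759, 0.00394, 0.000173 and 0.000771). The log2 fold change of ZmEREB202 (Zm00001eb099980, chromosome 2, 188556869 to 188558825) was 7.99 (SE 1.01, edgeR adjusted p = 0.000108), from 0.145 ± 0.251 FPKM in SC to 37.9 ± 8.19 in pSC24 (SD, n = 3). Those of ZmEREB100 (Zm00001eb290290, chromosome 6, 164425264 to 164427431), ZmEREB113 (Zm00001eb348560, chromosome 8, 102969638 to 102970763) and ZmEREB174 (Zm00001eb146650, chromosome 3, 180331942 to 180335244) were 3.26 (SE 0.74, edgeR adjusted p = 0.00549), 6.45 (SE 0.72, edgeR adjusted p = 0.000106) and 4.76 (SE 1.15, edgeR adjusted p = 0.00824). In pSC18 the mean values lay between 0 for ZmEREB154 and 7.41 FPKM for ZmEREB2. From pSC18 to pSC24, ZmEREB154 was at least 179-fold higher (edgeR adjusted p = 0.00197), ZmEREB6, ZmEREB65, ZmEREB113, ZmEREB174 and ZmEREB202 were called higher. ZmEREB2 and ZmEREB100 were not, with log2 fold changes of 1.76 (SE 0.89, edgeR adjusted p = 0.225) and 1.67 (SE 0.68, edgeR adjusted p = 0.126). With DESeq2 on the 6 libraries of the comparison, the latter 2 were called (DESeq2 adjusted p = 0.0376 and 0.00437; over the alternatives 0.0376 to 0.934 and 0.00437 to 0.723). The call of ZmEREB6 from pSC18 to pSC24 (edgeR adjusted p = 0.0277) was lost with the mapping-set term (0.103; 0.00749 to 0.211 over the alternatives) and without pSC18 replicate 1 or 2 or pSC24 replicate 1 or 3 (0.0708, 0.0636, 0.0634 and 0.0851).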

In consequence, eight potential downstream AP2/ERF transcription factors were specifically activated in a similar pattern (Fig. 5d). Notably, in neighboring zygotes at 24 HAP, all eight AP2/ERF transcription factor genes as well as those encoding ACOs remained not expressed or unactivated^22^ indicating that the synergid cell-specific GRN is inactive in the neighboring zygote.

Given the specific activation of ethylene biosynthesis, signaling, and responses in the persisting synergid cell (Fig. 5d), and the fact that the neighboring zygote and endosperm are seemingly unaffected by gaseous ethylene, we hypothesized that increased ethylene production may trigger cell death exclusively in sensitized synergid cells. In *Arabidopsis*, microinjection of the ethylene precursor ACC into the female gametophyte led to premature synergid disintegration indicating that synergid cells appear to be more sensitive to ACC treatment and ethylene signaling^18^. However, whether ethylene itself plays a key role in synergid degeneration or components of the downstream signaling pathway is controversial, as ethylene production is not necessarily required for the death of synergid cells^19^. To determine the effect of post-fertilization ethylene production on female gametophytic cells, we therefore performed ethylene application experiments with mature virgin maize ovules to mimic an ethylene burst environment after fertilization. In the mock-treated control, intact synergid nuclei appeared large and round, and the synergid cell status was comparable to untreated materials (*n* = 119; Fig. 5e). By contrast, in about 40% of ethylene-treated ovules (*n* = 163), synergid cells exhibited deformed or condensed nuclei, or showed a highly degenerated status as evidenced by strong autofluorescence (Fig. 5f–h). Strikingly, the surrounding female gametophytic cells (i.e., egg cell and central cell) were intact and displayed normal nuclei morphologies (Fig. 5f, g). These results imply that synergid cells are especially primed for ethylene-triggered cell death and that the ethylene signaling pathway is highly activated in the persisting synergid cell a few hours before its death. In conclusion, together with elevated ZmRALF12-triggered mitochondrial ROS accumulation and oxidative stress-mediated dPCD, these two pathways act synergistically to efficiently promote sensitized synergid cell death after fertilization.

### PCD of the persistent synergid cell is activated with delay after fertilization

During manual isolation of synergid cells at defined stages during PCD, we observed abrupt removal of the persistent synergid cell after about 25 HAP (Fig. 1l and Supplementary Fig. 1c, d). To investigate the cytological characteristics of this event, we analyzed ovules from maize inbred line B73, as well as two synergid marker lines *pZmES4::ZmES4-GFP* and *pZmSC1::ZmSC1-GFP*, respectively. Before pollination, the synergid cells at the micropylar end of the female gametophyte exhibited clear cell boundaries, with a large and round nucleus situated in the micropylar region of the cell (Fig. 6a). At 24 HAP, the persistent synergid cell still appeared intact and its nucleus displayed largely normal morphology (Fig. 6b). However, after 25 HAP, we observed apparent disappearance of the cell boundary between the persistent synergid cell and the endosperm. Besides, a condensed or disorganized nucleus was located at the micropylar end of the embryo sac, and was eliminated at a slightly later stage (Fig. 6c–e). Detailed analysis of the *pZmSC1::ZmSC1-GFP* marker line further showed that at approximately 25-26 HAP, GFP signals diffused from the persistent synergid cell towards the endosperm, demonstrating the fusion between the persistent synergid cell and the primary endosperm (Fig. 6f, g). This led to a rapid decrease of GFP signals and indicated the removal of the persistent synergid cell (Fig. 6f, g). The resulting cytoplasmic continuity between the persistent synergid cell and the endosperm was further supported by observation of manually isolated embryo sacs at 28 HAP. After incubation in 12% mannitol solution for several minutes, they showed moderate plasmolysis of a syncytium at the micropylar region of the embryo sac (Supplementary Fig. 12). These observations show that—like in *Arabidopsis*^15^—the phenomenon of synergid-endosperm fusion (SE fusion) occurs also in the evolutionarily distant cereal crop maize, to quickly remove the persistent synergid cell and thus to terminate pollen tube attraction and other functions of synergid cells.

**Fig. 6:**
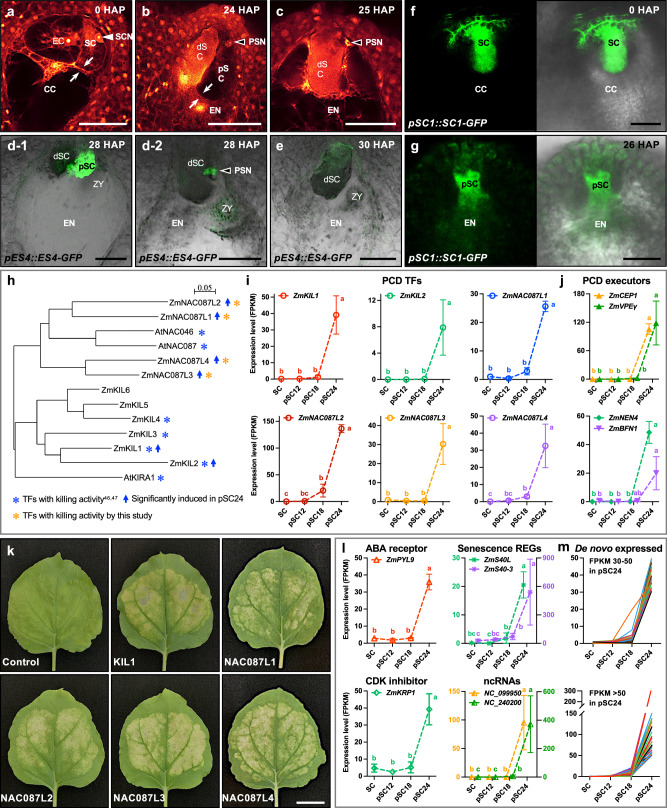
Programmed cell death (PCD) of the persistent synergid cell is activated after successful double fertilization. CLSM images of embryo sacs before pollination (**a**) and at 24 HAP (**b**) and 25 HAP (**c**), respectively. White arrowhead shows synergid cell nucleus. Black arrowheads point towards degenerating persistent synergid nuclei. White arrows indicate cell boundaries. **d**–**g** Fluorescence microscopy to monitor the process of persistent synergid elimination that occurs at about 26–30 HAP. Embryo sacs at indicated time points expressing ES4-GFP and SC1-GFP driven by their endogenous promoters, respectively. The diffusion of GFP signals from persisting synergid cells to the endosperm was observed at 26 HAP (**g**). **h** Phylogenetic tree of NAC family PCD transcription factors from *Arabidopsis* and their maize homologs expressed during synergid degeneration. **i**, **j** Genes encoding a battery of PCD transcription factors with killing activity and their downstream PCD executors are activated/de novo expressed at 18–24 HAP. **k** *Nicotiana benthamiana* leaves infiltrated with NAC family PCD transcription factors that are significantly induced in persisting synergid cells at 24 HAP. **l** Activation patterns of selected maize genes encoding homologs of *Arabidopsis* ABA receptor, CDK inhibitor, and senescence regulators involved in cell death regulation. The two most strongly induced ncRNAs with similar activation patterns are shown. **m** De novo expressed unknown genes in the persistent synergid cell showing a PCD-related expression pattern. Data (in **i**, **j**, **l**) are presented as mean values ± SD. For statistical analysis, count data at the gene level were analyzed with DESeq2^64^. Stage-to-stage comparisons were performed and corrected for multiple testing over all genes and cell stage comparisons using false discovery rate (FDR). Letters indicate significant differences between developmental stages (adjusted *P* < 0.05). Source data and adjusted *P* values (**i**, **j**, **l**) are provided in the source data file. In (**a**–**g**, **k**) experiments were repeated three times with similar results and presented are representative images. CC central cell, dSC degenerated receptive synergid cell, EC egg cell, EN endosperm, pSC persistent synergid cell, PSN persistent synergid nucleus, SC synergid cell, SCN synergid cell nucleus, ZY zygote. Scale bars: 50 μm (**a**–**g**) and 2 cm (**k**), respectively.

Notably, elimination of the persistent synergid has been discussed already before to occur via dPCD^6,7,12,15,18,19^. However, the molecular regulation that ensures the timely activation and execution of PCD processes remained largely elusive. Therefore, we next investigated the expression of maize PCD machinery components homologous to known *Arabidopsis* and maize PCD transcription factors (TFs) and PCD executors. NAC TFs (NAM: NO APICAL MERISTEM, ATAF1/2: *Arabidopsis thaliana* Activation Factor1 and 2, CUC: CUP-SHAPED COTYLEDON 2) belong to the best-studied TF families in regulating dPCD. ZmKIL1, for example, an ortholog of the *Arabidopsis* NAC TF KIRA1, was recently shown to promote senescence and dPCD in the silk strand base and thus terminate fertility in maize^50^. 

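ZmKIL1 (Zm00001eb077580, chromosome 2, 30614026 to 30617100) had 0.142 ± 0.169 FPKM in SC, 0.193 ± 0.178 in pSC12, 1.19 ± 1.08 in pSC18 and 39.1 ± 11.7 in pSC24 (SD, n = 3). To pSC24 its log2 fold change was 8.02 (SE 1.16, edgeR adjusted p = 0.000291) from SC and 4.99 (SE 0.93, edgeR adjusted p = 0.00407) from pSC18. ZmKIL2 (Zm00001eb426640, chromosome 10, 133164716 to 133167805) had no counts in SC and pSC12, 10 counts in pSC18 replicate 3 alone and 164, 331 and 499 counts in pSC24 replicates 1 to 3, or 7.38 ± 3.69 FPKM. It was at least 71.8-fold higher in pSC24 than in SC (edgeR adjusted p = 0.00202), and its log2 fold change from pSC18 was 6.31 (SE 1.23, edgeR adjusted p = 0.0113). The change from pSC18 was not called with the mapping-set term (log2 fold change 5.47, edgeR adjusted p = 0.0753; range over the alternatives 4.35e-10 to 0.149).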

We found that both, *ZmKIL1* and *ZmKIL2* were de novo activated after 18 HAP (Fig. 6h, i and Supplementary Data 7). ANAC087 and ANAC046 have been reported to control dPCD in *Arabidopsis* columella root cap cells^51^. 

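The NAC genes ZmNAC087L1 (Zm00001eb015570, chromosome 1, 53479632 to 53481750), ZmNAC087L2 (Zm00001eb330910, chromosome 7, 182734869 to 182736688), ZmNAC087L3 (Zm00001eb093650, chromosome 2, 154371389 to 154372991) and ZmNAC087L4 (Zm00001eb195770, chromosome 4, 190920332 to 190922096) had 0.994 ± 0.430, 0.133 ± 0.230, 0.883 ± 0.538 and 0.0776 ± 0.134 FPKM in SC and 25.6 ± 1.83, 136 ± 7.30, 30.3 ± 10.7 and 32.6 ± 12.7 in pSC24 (SD, n = 3). From SC to pSC24 their log2 fold changes were 4.67 (SE 0.77, edgeR adjusted p = 0.000734), 9.96 (SE 1.15, edgeR adjusted p = 5.99e-05), 5.07 (SE 0.57, edgeR adjusted p = 5.09e-05) and 8.64 (SE 1.31, edgeR adjusted p = 0.000409). Each stayed called with each library left out in turn and with the mapping-set term. In pSC12 they had 0.358 ± 0.492, 0.685 ± 1.02, 0.409 ± 0.289 and 0.594 ± 0.914 FPKM and in pSC18 2.88 ± 1.24, 20.5 ± 12.1, 0.415 ± 0.198 and 3.02 ± 0.938. Between pSC18 and pSC24 the log2 fold changes were 3.13 (SE 0.70, edgeR adjusted p = 0.0109), 2.72 (SE 0.72, edgeR adjusted p = 0.0250), 6.20 (SE 0.62, edgeR adjusted p = 0.000126) and 3.41 (SE 0.91, edgeR adjusted p = 0.0256). Those of ZmNAC087L1, ZmNAC087L2 and ZmNAC087L4 were not called with the mapping-set term (edgeR adjusted p = 0.0607, 0.112 and 0.191; over the alternatives 2.03e-17 to 0.0825, 2.35e-14 to 0.587 and 2.30e-18 to 0.241). ZmNAC087L2 also lost this call without pSC18 replicate 1 or 2 or pSC24 replicate 1 or 2 (edgeR adjusted p = 0.0829, 0.0836, 0.0534 and 0.0558). ZmNAC087L4 lost it without any one of the pSC18 libraries or pSC24 replicate 2 or 3 (edgeR adjusted p = 0.0867, 0.0695, 0.0535, 0.102 and 0.0526).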

Their homologs in maize (*ZmNAC087L1-4*) exhibited a similar delayed and de novo activation pattern in the persisting synergid cell like *ZmKIL1* and *ZmKIL2* (Fig. 6h, i and Supplementary Data 7). We next studied if the expression of these maize homologs can effectively induce cell death. The leaf transfection assay showed that each of these recently identified candidate dPCD-related NAC TFs (i.e., ZmNAC087L1-4) was sufficient to induce senescence and ectopic cell death (Fig. 6i, k) and therefore represents a previously uncharacterized key molecular player for driving dPCD in maize and likely other plants.

Upon triggering signals and PCD TF activation, PCD execution and corpse clearance are usually initiated^3^. The cysteine protease CEP1, for example, which is transported to the vacuole and transformed into a mature enzyme before rupture of the vacuole, functions as a key executor in tapetal PCD^52^. Vacuolar processing enzymes (VPEs), major vacuolar proteases with caspase-like activity, can activate other vacuolar hydrolases and thus are in control of tonoplast rupture and vacuole collapse^2,53^. VPEs translocate to the vacuole through the autophagy pathway^54^, and autophagy is functionally implicated in corpse clearance during dPCD^55,56^. We searched for maize homologs and found a dramatic de novo activation of *ZmCEP1* and *ZmVPEγ* in persistent synergid cells at 24 HAP (Fig. 6j), being consistent with a clear activation of autophagic processes for PCD execution (Fig. 4h, i). 

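ZmCEP1 (Zm00001eb039650, chromosome 1, 210055771 to 210057636) had no counts in SC, pSC12 and pSC18 and 4630, 4726 and 4352 counts in pSC24 replicates 1 to 3, or 106 ± 11.2 FPKM (SD, n = 3). It was at least 1006-fold higher in pSC24 than in SC and at least 969-fold higher than in pSC18 (edgeR adjusted p = 2.56e-06 and 4.08e-05). ZmVPEγ (Zm00001eb345400, chromosome 8, 80209740 to 80211408) had no counts in SC and pSC12, 257 counts in pSC18 replicate 3 and none in the other two pSC18 libraries, and 3330, 4303 and 6984 counts in pSC24, or 119 ± 46.3 FPKM (SD, n = 3). It was at least 1067-fold higher in pSC24 than in SC (edgeR adjusted p = 0.00288), called in each alternative that gave an adjusted p, which DESeq2 on 12 libraries did not. From pSC18 to pSC24 its log2 fold change was 5.61 (SE 1.30, edgeR adjusted p = 0.0234), with 0.00494 to 0.155 over the alternatives. This rise was not called with DESeq2 on the 6 libraries, the mapping-set term, both terms or glmTreat, nor without pSC24 replicate 3 (log2 fold change 5.26, edgeR adjusted p = 0.0618).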

Besides vacuolar proteases, three putative NAC-dependent nucleases (ZmENDO1, ZmNEN1/4) were simultaneously de novo induced during PCD execution and corpse clearance (Fig. 6j and Supplementary Data 7). 

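ZmENDO1, listed as ZmBFN1 in the source data sheet and described as endonuclease 1 (Zm00001eb043930, chromosome 1, 230459839 to 230462019), had 44, 1 and 1 counts in SC replicates 1 to 3, none in pSC12 and 571, 394 and 1165 in pSC24. These are 0.612 ± 0.991 FPKM in SC and 19.9 ± 11.6 in pSC24 (SD, n = 3). The log2 fold change from SC to pSC24 was 5.00 (SE 1.49, edgeR adjusted p = 0.0293). It was not called with the mapping-set term (edgeR adjusted p = 0.102; 0.00609 to 0.105 over the alternatives) or without SC replicate 2 or 3 or pSC24 replicate 1 or 3 (edgeR adjusted p = 0.0921, 0.0889, 0.0584 and 0.0978). ZmNEN4 (Zm00001eb267630, chromosome 6, 52605100 to 52606565), with at most 3 counts in each SC library and 48.5 ± 7.72 FPKM in pSC24, was at least 359-fold higher (edgeR adjusted p = 2.17e-05). From pSC18 to pSC24, ZmNEN4 had a log2 fold change of 8.70 (SE 0.63, edgeR adjusted p = 0.000148). ZmNEN1 was not analysed here, since its name matches more than one identifier.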

Taken together, these results show that autophagy and key vacuolar cysteine proteases have been activated for vacuole-related corpse clearance before persistent synergid elimination. Moreover, morphological disorganization of the persistent synergid cell nucleus—another characteristic of PCD—was observed demonstrating that PCD precedes SE-fusion and thus ultimately synergid cell elimination.

Besides the canonical PCD TFs and PCD executors, a subset of genes involved in PCD regulation were also strongly activated. These include orthologs of ABA receptor *PYL9* and CDK inhibitor *KRP1*, senescence regulators, as well as highly induced ncRNAs (Fig. 6l). 

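ZmPYL9 (Zm00001eb204180, chromosome 4, 232110861 to 232114183) rose from 2.88 ± 1.05 FPKM in SC to 35.9 ± 4.60 in pSC24, ZmKRP1 (Zm00001eb255750, chromosome 5, 218088962 to 218090714) from 4.74 ± 2.31 to 39.2 ± 9.07 and the senescence regulator ZmS40L (Zm00001eb247750, chromosome 5, 190771715 to 190772674) from 0.146 ± 0.129 to 20.5 ± 4.63 (SD, n = 3). Their log2 fold changes were 3.62 (SE 0.43, edgeR adjusted p = 7.58e-05), 3.04 (SE 0.48, edgeR adjusted p = 0.000517) and 7.09 (SE 1.03, edgeR adjusted p = 0.000553). The non-coding gene Zm00001eb240200 (chromosome 5, 159602317 to 159602948) rose from 0.488 ± 0.445 to 372 ± 199 FPKM, with a log2 fold change of 9.56 (SE 1.04, edgeR adjusted p = 3.86e-05). Zm00001eb099950 (chromosome 2, 188382064 to 188382927), at the floor in SC, reached 95.3 ± 47.5 FPKM and was at least 444-fold higher (edgeR adjusted p = 4.61e-05). The deposited tables give it the non-coding biotype too but describe it as 16 kDa gamma-zein. Each of these 5 genes was called in each fit without one library and with the mapping-set term. In all, 67 genes of the deposited non-coding biotype were called higher and 26 lower in pSC24 than in SC. Some genes of this biotype carry a protein description or domain, so it does not exclude that they code for a protein. By mean FPKM in pSC24 Zm00001eb240200 was followed by Zm00001eb371660 (chromosome 9, 2825481 to 2826580) with 246 ± 121 and Zm00001eb040780 (chromosome 1, 214806286 to 214807311) with 148 ± 24.9. The latter 2 had log2 fold changes of 1.52 (SE 0.27, edgeR adjusted p = 0.00129) and 5.14 (SE 0.52, edgeR adjusted p = 2.27e-05) from SC. Zm00001eb371660 was not called with the mapping-set term (log2 fold change 0.86, edgeR adjusted p = 0.0766; range over the alternatives 6.11e-07 to 0.108).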

In total, among the 2727 genes showing significant upregulation after fertilization at 24 HAP (Supplementary Data 8), 379 genes were de novo expressed (only genes with an FPKM ≥ 5 were considered; Supplementary Data 9), including above described PCD regulators, TFs and executors. 

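With a mean FPKM under 1 in SC and at least 5 in pSC24, 368 of the 2170 genes called higher in pSC24 than in SC were de novo expressed. The paper's text does not name the level in SC, and 1 is the level at which its Supplementary Data 1 counts a gene as expressed. In 366 of the 368 the SC and pSC24 libraries did not overlap, and 123 had at most 3 counts in each SC library. The number moved most when at least 10 FPKM was required in pSC24, to 192, and was 251 with a mean under 0.5 in SC. In the fit with the mapping-set term 277 genes were de novo expressed, and with each library left out in turn the number lay between 315 and 381. Their median FPKM in pSC24 was 10.5. The highest was the non-coding gene Zm00001eb240200 with 372 FPKM, followed by Zm00001eb169810 and by Zm00001eb126820 (chromosome 3, 31477906 to 31482549), described as a sugar kinase, with 149.8 ± 26.9 FPKM (SD, n = 3). Of 29 genes named in Figs. 5d and 6i–l, 22 were among the 368.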

Notably, nearly all of these genes exhibited a PCD-related expression pattern, that is, not expressed before 18 HAP (~10 HAF) or slightly induced at 18 HAP, but dramatically activated shortly before persistent synergid elimination (Fig. 6m). These include many so far uncharacterized genes, representing very likely emerging components of the molecular machinery responsible for driving dPCD in plants.

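Of the 368 de novo expressed genes, 310 (84.2%) had a mean FPKM under 1 in pSC12, 193 in pSC18 and 187 in both. At least 5 FPKM was reached by 1 of them in pSC12 and by 27 in pSC18. As a median, pSC12 held 1.28% and pSC18 6.55% of the pSC24 mean. From pSC18 to pSC24 the mean rose in 362 of the 368, and 230 (62.5%) were called higher. Because the genes were chosen for high values in pSC24, part of this rise comes from the choice. In 5 simulated data sets without any change between pSC18 and pSC24 an average of 61.7% of the genes chosen in the same way had a higher mean in pSC24 and 0 were called. The simulated spread followed edgeR's trend with expression and not the spread of each gene. For genes that vary more between libraries than this trend, the part that comes from the choice may be larger. The paper reads the change between pSC18 and pSC24 as a sign that the main wave of PCD-related activation comes late after fertilization. It states that nearly all of these genes have an expression pattern related to PCD (Fig. 6m).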

## Discussion

During fertilization in flowering plants, two synergid cells undergo cell death in a tightly controlled two-step process, which is essential for reproductive success^5,6,15–19^. Previous studies in *Arabidopsis* have provided significant insights into the mechanisms leading to disintegration of the first (receptive) synergid cell during pollen tube reception^6,10,14,19^, while degeneration of the second (persistent) synergid cell remained largely unclear^4,15,19^. By exploring activated signaling pathways before persisting synergid cell elimination, we demonstrated how fertilization-induced synergid-derived autocrine peptide signal ZmRALF12 specifically triggers mitochondrial ROS production at the FAAR. Accompanied by downregulation of genes encoding mitochondrial antioxidant enzymes, this mediates oxidative stress and activates dPCD in persisting synergid cells before SE fusion. This fusion event, which has so far only been described in *Arabidopsis*^15^, is likely conserved in flowering plants. Notably, we show that consistent with the specific and significant activation of *ACOs* in persisting synergid cells, the gaseous plant hormone ethylene itself is capable of inducing death specifically of synergid cells, but not of the surrounding female gametes. This is reflected by the presence of the sensitive ethylene perception, signaling, and response machinery in synergid cells, but not in the surrounding cells. Taken together, we have shown that these two pathways (i.e., ZmRALF12-triggered mitoROS and ethylene production/signaling) work synergistically to ensure the timely disintegration and elimination of persistent synergid cells.

ROS production is generally coupled with a FER-GEF-ROP-RBOH module^10,57^. Therefore, RALF peptides are expected to increase ROS through the activation of plasma membrane-localized RBOHs. There have been no relevant studies revealing RALF-triggered mitochondrial ROS production and its consequences in plants. However, in the present study, we demonstrated that ZmRALF12 can efficiently induce high levels of mitochondrial ROS production prominently at the FAAR in an RBOH- and Ca^2+^ channel-dependent manner, which crucially determines timely persistent synergid degeneration and elimination. These results indicate a RALF-RBOH-MitoROS-based signaling mechanism to mediate mitochondrial oxidative stress and dPCD in the fertilization process of flowering plants.

PCD is an essential physiological process that plays a vital role in the development of both animals and plants. Cells undergoing PCD display characteristic morphological and biochemical features that include shrinkage, chromatin condensation, and activation of lytic enzymes for cellular component degradation^1–3^. These degenerative alterations were not observed in the persistent synergid cell except for nuclear disintegration^15,18,19^. Due to a lack of cytological and molecular evidence, it has recently been discussed that the elimination of persistent synergid is not achieved by PCD, but by a cell fusion event followed by its nuclear disintegration in the primary endosperm^4^. In this work, we have shown that fertilization-induced accumulation of the autocrine signaling ligand ZmRALF12 correlates with mitochondrial ROS production resulting in active autophagosome production and vacuole accumulation shortly before persistent synergid elimination. Additionally, a number of senescence regulators and senescence-promoting PCD TFs were strongly activated after 18 HAP, demonstrating that stress-induced senescence occurs in persisting synergid cells. Moreover, consistent with activation of the autophagic process and vacuole accumulation, we also detected genes for key vacuolar cysteine proteases, ZmCEP1 and ZmVPEγ, which were de novo induced during PCD execution for vacuole-related corpse clearance. These results provide direct evidence that persistent synergid cells indeed undergo a typical PCD/degeneration process shortly before cell elimination by SE fusion. After SE fusion, the PCD TFs and executors would be highly diluted in the huge primary endosperm and degraded by the endosperm factors, in a similar way to the rapid dilution of pollen tube attractants from the persistent synergid cell^15^, thus enabling normal endosperm development.

Studying the elimination of the persistent synergid cell is unique as it allows to access cells undergoing dPCD at highly precise timing as degeneration of the persisting synergid cell is triggered by fertilization. In addition to the GRN controlled by MYB98 required for synergid functions before fertilization (Fig. 7a), we have shown that apparently further networks controlled by HB transcription factors are significantly downregulated shortly after fertilization (Fig. 2f), concomitant with apparent transcriptional downregulation of most highly expressed synergid-specific/predominant CRP genes with potential roles in pollen tube attraction and reception (Supplementary Data 5). In *Arabidopsis,* It has been reported that fertilized egg cells secrete endopeptidases to degrade pollen tube attractants, representing a relatively fast post-fertilization block to polytubey^58^. Our high temporal resolution cell- and stage-specific RNA-seq data imply that in addition to post-translational peptide degradation, there also exists fertilization-induced degradation of mRNAs and downregulation of their genes to reduce attraction factors. In contrast to a significant decline of synergid-specific GRNs shortly after fertilization, the activation of persistent synergid PCD execution occurs with considerable delay (i.e., after 18 HAP/~10 h after gamete fusion). Consequently, persistent synergid cells of maize remain intact for about 10 h after pollen tube perception, allowing the attraction of secondary pollen tubes for another chance of fertilization in case of fertilization failures, a mechanism referred to as fertilization recovery^11^.

**Fig. 7:**
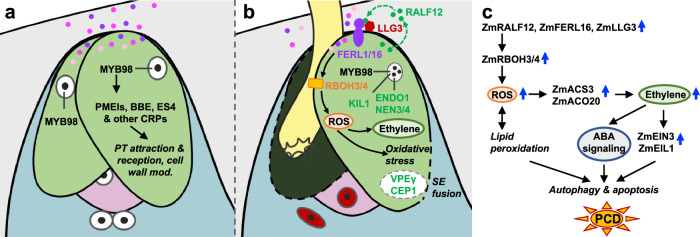
Model of ZmMYB98 controlled synergid cell functions and subsequent ZmRALF12 induced persistent synergid PCD after fertilization. **a** Before fertilization, ZmMYB98 positively regulates most highly expressed synergid-specific/predominant genes required for pollen tube attraction and reception as well as cell wall modification. **b** After successful double fertilization, ZmMYB98 and its associated gene regulatory network (GRN) are downregulated, while a GRN is activated leading to RALF12 signaling culminating in high levels of mitochondrial ROS accumulation at the filiform apparatus adjacent region, oxidative stress, mitophagy, and synergid apoptosis. Activated ethylene biosynthesis further promotes sensitized synergid cell death. RALF12-mediated mitochondrial oxidative stress and ethylene biosynthesis can individually trigger synergid cell death, while they work synergistically to efficiently activate PCD TFs and PCD executors for persistent synergid nucleus and whole-cell elimination. Vacuole rupture as well as cell intercalation mediated by VPEγ and CEP1 likely contribute to synergid-endosperm (SE) fusion. **c** Schematic model of the GRN leading to persistent synergid PCD.

In conclusion, our data reveal a high-resolution atlas of timely activation and execution of dPCD and additionally provide a rich resource for future studies investigating so far unknown dPCD regulators. As further summarized in our working model (Fig. 7b, c), this study elucidates how autocrine ZmRALF12-triggered mitoROS induces dPCD, marked by the onset of oxidative stress, and which works synergistically with activated ethylene production and signaling to ensure timely dPCD execution and corpse clearance shortly before SE fusion. It will now be exciting to find out whether misexpression of ZmRALF12 is sufficient to trigger PCD also in other cell types, whether its RBOH targets are localized to mitochondrial membranes, and whether RALF12-triggered mitoROS production in synergid cells is conserved among plants. Functional studies are now necessary to elucidate the roles of previously undescribed dPCD-activation-related genes to better understand the molecular machinery responsible for driving PCD during development and reproduction in maize and other flowering plants.

## Methods

### Plant material, transgenic plants, and growth conditions

Maize (*Zea mays*) inbred line B73 was used for manual cell isolation and cell-specific RNA-seq. Transgenic line *pZmES4::ZmES4-GFP* was constructed in the previous study^21^ and *pZmSC1::ZmSC1-GFP* as well as *pZmSC3::ZmSC3-GFP* transgenic lines were generated in the B104 background. To generate GFP reporter lines, gene promoter sequences (around 3.2 kbp of *ZmSC1* and 2.6 kbp of *ZmSC3*) and their respective coding sequences were amplified and cloned into the vector pTF101.1^59^ upstream of GFP. The CRISPR-Cas9 technique was used to generate *zmralf12* knockout lines. Target sites were designed and cloned into the pEGCas9PUB-B vector. Constructs were transformed into B104 via *Agrobacterium*-mediated transformation (Edgene Biotech). Primer sequences used in this study are shown in Supplementary Data 10. Plants were cultivated in the greenhouses at 26 °C under illumination of 24,000 lux with 16 h light/8 h dark cycles and a relative humidity of 60%.

### Isolation of synergid cells with precise timing

Synergid cell stages were defined according to the precise time after pollination/fertilization. Synergid cells at defined stages were isolated using a protocol described previously with minor modifications^27,60^. In brief, ovules in the middle part of maize cobs were collected and sliced manually. Ovular sections containing embryo sacs were treated for 10 min with 1% cellulase R10 and 0.5% macerozyme R10 (Yakult Pharmaceutical) dissolved in 11% mannitol and 0.058% MES pH 5.8. Next, samples were extensively washed in the same solution without cell wall degrading enzyme. Microdissection of synergid/persistent synergid cells was performed with a very thin glass needle. All cells isolated from ovules were washed three times in the same solution, individually transferred to 0.5 mL RNA/DNA LoBind microcentrifuge tubes (Eppendorf), immediately frozen in liquid nitrogen, and stored at −80 °C for RNA extraction.

### cDNA preparation and library construction for RNA-seq

RNA extraction and cDNA preparation were performed according to our previous protocol with minor modifications^22^. Briefly, mRNA was isolated from cell samples (25–28 cells for each biological replicate at each stage) using the Dynabeads mRNA DIRECT^TM^ Micro Kit (Life Technologies). cDNA synthesis and amplification were performed using a SMART-Seq v4 Ultra Low Input RNA Kit for sequencing (Clontech). cDNA was purified using an Agencourt AMPure purification kit (Beckman Coulter). After purification and quantification, cDNA was used for library construction. RNA-seq libraries were prepared using a NEBNext Ultra DNA Library Prep Kit for Illumina (New England Biolabs) according to the manufacturer’s instructions and sequenced on an Illumina Novaseq platform using paired-end 150 bp flow cells.

### RNA-seq data analysis

Clean reads of samples were prepared using Cutadapt version 1.15^61^ and an in-house Perl script. Clean reads were mapped to the maize genome (AGPv5, Zm-B73-REFERENCE-NAM-5.0, http://ftp.ensemblgenomes.org/pub/plants/release-51/fasta/zea_mays/dna/) using Hisat2 version 2.0.5^62^. Gene expression levels were quantified as FPKM using featureCounts version 1.5.0-p3^63^. Differential expression analysis of stage-to-stage comparisons (three biological replicates per stage) was performed using DESeq2^64^. Genes with a |log_2_FC| > 1 and false discovery rate (FDR) < 0.05 were considered significantly differentially expressed.

### Dual-luciferase reporter assay

A dual-luciferase reporter assay was performed to analyze promoter activities. To generate reporter constructs, promoters (around 2 kbp) of the 19 most highly expressed synergid-specific/predominant genes were amplified and cloned upstream of the *LUC* gene in the reporter vector pGreen II 0800-LUC^65^. The full-length coding sequence of *ZmMYB98* was cloned into pGreen II 62-SK^65^ plasmid downstream of the cauliflower mosaic virus (CaMV) 35S promoter to generate an effector vector. The constructs were introduced into the *Agrobacterium tumefaciens* strain GV3101. *Agrobacterium* cells containing the reporter and effector constructs were mixed and infiltrated into tobacco leaves. After incubating for 72 h, infected areas of the leaves were collected to measure the activity of firefly luciferase (LUC) and renilla luciferase (REN) using a Dual-Luciferase Reporter Gene Assay Kit (Beyotime Biotech). Three biological replicates were performed for each experiment. Primer sequences used are listed in Supplementary Data 10.

### ROS staining and quantification

For ROS stainings, micropylar ovule regions containing embryo sacs (whole embryo sacs containing a visible filiform apparatus) or manually isolated synergid cells were dissected before pollination and at 20 HAP, respectively. A Reactive Oxygen Species Assay Kit (Beyotime Biotech) was used to detect intracellular reactive oxygen species. Samples were immersed in ROS staining solution (7.5 μM DCFH-DA in 11% mannitol solution, pH 5.8) in the dark for 10 min, and then washed three times with 11% mannitol pH 5.8. Imaging was carried out using a Leica confocal laser scanning microscope (CLSM) SP8 with an excitation wavelength of 488 nm. Laser intensities for all comparative samples were exactly the same within one experiment. ImageJ^66^ was used to determine fluorescence intensity.

For ROS and Mito-Tracker double staining, cells were incubated in double staining solution (7.5 μM DCFH-DA and 20 nM Mito-Tracker Red CMXRos [Beyotime Biotech] in 11% mannitol solution, pH 5.8) in the dark for 10 min, extensively washed in 11% mannitol solution, and then imaged using a CLSM SP8 with an excitation wavelength of 488 nm (ROS) and 552 nm (Mito-Tracker). Relative fluorescent intensity of cells was measured using the LAS-X software (Leica).

### ZmRALF12 antibody preparation and immunofluorescence

The coding sequence of the predicted ZmRALF12 mature peptide^25^ (amino acids 70–118) was cloned and inserted into the pET32a (Novagen) vector. Primer sequences used are listed in Supplementary Data 10. Recombinant ZmRALF12 produced in *Escherichia coli* was purified as antigen. ZmRALF12 antibodies were produced in rabbits (Proteingene Biotech). For immunofluorescence analysis, whole embryo sacs were collected and fixed in 4% paraformaldehyde for 3 h, washed three times with PBS, and incubated in PBS containing 3% BSA for 1.5 h. Embryo sacs were then washed and incubated overnight at 4 °C with an anti-ZmRALF12 antibody (1:200 dilution). Subsequently, samples were washed with PBS containing 0.1% triton and incubated for 1.5 h with a goat anti-rabbit Dylight 488-conjugated secondary antibody (Abbkine, A23220, 1:400 dilution). After extensive washing with PBS containing 0.1% triton, samples were imaged using a CLSM SP8 system (Leica) with 488 nm excitation.

### Yeast two-hybrid assay

For the yeast two-hybrid (Y2H) assay, the predicted coding sequence of the mature ZmRALF12 peptide^25^ (amino acids 70–118) was cloned into the pGBKT7 vector; the coding sequences for the ZmFERL1 ectodomain (amino acids 20–443), ZmFERL16 ectodomain (amino acids 32–413) and ZmLLG3 excluding the signal peptide sequence (amino acids 25–145) were cloned into the pGADT7 vector, respectively. Both bait and prey plasmids were co-transformed into competent yeast cells AH109 and grown on a selection medium (Clontech) following the manufacturer’s instructions. Primer sequences used are listed in Supplementary Data 10.

### RALF peptide preparation and treatments

*ZmRALF1*, *ZmRALF2*, and *ZmRALF12* coding sequences^25^ without signal peptides were amplified and cloned into the pET-32a (Novagen) vector, respectively. The generated vector was transformed into *E. coli* strain BL21 (DE3). A list of gene-specific primers used for the above constructs is included in Supplementary Data 10. Recombinant ZmRALF1, ZmRALF2, and ZmRALF12 (RALF) were expressed according to the PET system instructions (Novagen), and purified with TALON Metal Affinity Resin (Clontech) according to the manufacturer’s instructions.

The ovule culture system was optimized based on the previous report^67^. The liquid medium for maize ovule/ovule tissue culture contained the Nitsh base salts with vitamins (Coolaber), 7% (w/v) trehalose dihydrate (Aladdin), and 0.3% (w/v) PIPES-KOH (pH 5.8) (Aladdin). For RALF treatment of ovule tissues, ovular sections containing embryo sacs were incubated in a culture medium with each 10 μM RALF peptide for 30 min. After extensive wash, samples were shortly treated for 3 min with 0.5% cellulase R10 and 0.25% macerozyme R10 (Yakult Pharmaceutical) dissolved in 11% mannitol and 0.058% MES pH 5.8. Whole embryo sacs were quickly separated using a glass needle and double stained as described above.

For RALF treatment of cell samples, synergid cells from mature virgin ovules were manually isolated and incubated in solution of each 4 μM RALF peptide in 11% mannitol solution for 30 min. Cell samples were extensively washed after incubation. ROS staining or double staining procedures were immediately performed after treatment as described above.

### Analysis of mitochondrial ROS production in vitro

Synergid cells before pollination were manually isolated and collected in 11% mannitol solution. For RBOH inhibitor treatment, synergid cells were preincubated with 11% mannitol solution containing 10 μM VAS2870 (Aladdin) for 30 min before application of 4 μM RALF12 for 30 min. To examine the involvement of Ca^2+^ and K^+^ channels in ZmRALF12-triggered mitochondrial ROS production, synergid cells were preincubated with 11% mannitol solution containing 0.5 mM LaCl_3_ (Ca^2+^ channel inhibitor; Aladdin) or 0.5 mM CdCl_2_ (K^+^ channel inhibitor; Aladdin) for 10 min prior to application of 4 μM RALF12 for 30 min. For H_2_O_2_ treatment, synergid cells were incubated in 11% mannitol solution containing 30 μM H_2_O_2_ for 30 min. To determine the involvement of Ca^2+^ channels in H_2_O_2_-triggered mitochondrial ROS production, synergid cells were preincubated with 11% mannitol solution containing 0.5 mM LaCl_3_ (Aladdin) for 10 min prior to application of 30 μM H_2_O_2_ for 30 min. After treatment, cells were extensively washed three times with 11% mannitol solution and double stained with DCFH-DA and Mito-Tracker Red as described above.

### MDC staining

Synergid cells and persistent synergid cells at 24 HAP were manually isolated and collected in 11% mannitol solution. For RALF treatment assays, ovular sections containing embryo sacs before pollination were incubated in a culture medium with each 10 μM RALF peptide at 28 °C for 6 h. Synergid cells were then manually isolated and collected in 11% mannitol solution. Autophagic structures in cells were visualized by fluorescent monodansylcadaverine (MDC) staining using an Autophagy Staining Assay Kit with MDC (Beyotime Biotech) following the manufacturer’s instructions. Images were captured with a Leica TCS SP8 CLSM with 405 nm excitation.

### ROS scavenger treatment and analysis

Ovules were harvested at 16 HAP and cultured in a liquid medium with or without ROS scavenger CuCl_2_ (5 mM), respectively. After cultivation at 28 °C for 6 h, whole embryo sacs were quickly dissected and double stained as described above. After cultivation at 28 °C for 12 h, embryo sacs were isolated and observed to determine the frequency of persistent synergid cell-containing embryo sacs.

### Ethylene treatment and analysis

For ethylene treatment, the middle parts of unpollinated cobs were placed in 100 ml sealed glass bottles to incubate with gaseous ethylene released from ethephon (Aladin Biotech). 0.1 g ethephon was dissolved in 1 ml sterile pure water in a small glass dish beside dissected cobs. After 30 h, cobs were collected and treated for CLSM analysis according to a protocol described previously with some modifications^68^. Briefly, ovules were dissected with two longitudinal sections along the silk axis. Ovule pieces containing embryo sacs were fixed in a solution of 4% glutaraldehyde in 12.5 mM cacodylate (pH 6.9) for 2 h at room temperature and then at 4 °C overnight. Following fixation, samples were dehydrated by sequential treatment with 10%, 20%, 40%, 60%, 85%, 95%, and 100% ethanol for 30 min at each step. After dehydration, samples were cleared in a 2:1 mixture of benzyl benzoate:benzyl alcohol for 20 min. Cleared sections were analyzed using a Leica TCS SP8 CLSM with an excitation wavelength of 488 nm.

### Confocal microscopy analysis of synergid degeneration processes

To examine synergid cell morphology and its removal at defined developmental stages, ovules were collected and manually dissected along the silk axis. Ovular sections containing embryo sacs were fixed and analyzed as described above for ethylene-treated samples. To visualize GFP and SE fusion dynamics, *pZmES4::ZmES4-GFP* and *pZmSC1::ZmSC1-GFP* cobs were harvested at indicated stages, ovules were dissected and kept in 11% mannitol solution. Microscopy was performed on the Leica TCS SP8 CLSM with 488 nm excitation. Laser intensities for all comparative samples were exactly the same within one experiment.

### Statistics and reproducibility

Statistical methods were not used to predetermine sample size and no data were excluded from the analyzes. The experiments were not randomized. The Investigators were not blinded to allocation during experiments and outcome assessment. As many replicates as possible were done for the papers. Most key data such as RALF peptide treatments, ethylene treatments, and ROS scavenger applications have generally been repeated at least three times. See the figure legends for details. The deviations between biological replicates are small and are thus highly reproducible and sufficient to draw solid conclusions. The data analysis and presentation are done with Graphpad Prism 10.1.0.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1-10

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The RNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession code GSE283809. Previously published RNA-seq data (GEO accession code GSE98379) were also used in the present study. The core data of transcriptomics in the paper are also provided in the supplementary data file. Source data are provided in this paper.

# Supplementary material for: Fertilization-induced synergid cell death by RALF12-triggered ROS production and ethylene signaling
**Source:** Nat Commun. 2025 Mar 29;16:3059. doi: 10.1038/s41467-025-58246-y
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary files**

Supplementary Data 1: Summary of cell- and stage-specific RNA-seq library statistics and read mapping results.

Supplementary Data 2: Expression level of each gene in each cell stage.

Supplementary Data 3: Subcellular distribution of most abundant gene products in different cells.

Supplementary Data 4: The most highly expressed genes in synergid cells encode especially synergid-specific/predominant secreted peptides and secreted cell wall modifiers.

Supplementary Data 5: Downregulation of most highly expressed genes after fertilization and during synergid degeneration.

Supplementary Data 6: The most strongly expressed TFs are synergid-specific and are substantially decreased after fertilization and during synergid degeneration.

Supplementary Data 7: Activation of ROS production, oxidative stress response, ethylene biosynthesis and signaling, and PCD regulation during synergid PCD.

Supplementary Data 8: The major transcriptional activation and repression wave occurs about 24 HAP (timing of successful fertilization).

Supplementary Data 9: *De nove* expressed genes all exhibit PCD-related expression patterns.

Supplementary Data 10: Primers used in the present study.

# Supplementary material for: Fertilization-induced synergid cell death by RALF12-triggered ROS production and ethylene signaling
**Source:** Nat Commun. 2025 Mar 29;16:3059. doi: 10.1038/s41467-025-58246-y
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | RNA-seq data were generated from Illumina NovaSeq 6000 platform with PE150 mode. Microscopic images were acquired with the Leica application Suit X (ver. 3.7.6.25997).                                                                                                |
| Data analysis   | Cutadapt (v1.15), Hisat2 (v2.0.5), featureCounts (v1.5.0-p3), DESeq2 were used for cell- and stage-specific RNA-seq data analysis. ImageJ (ver. 1.52a) was used to measure fluorescence intensity values. GraphPad Prism (v10.1.0) was used for general plots of data. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All RNA-seq data have been uploaded to the NCBI Gene Expression Omnibus (GEO) under accession number GSE283809. Previously published RNA-seq data (GEO

accession number GSE98379) were also used in the present study. The core data of transcriptomics in the paper are also provided in the supplementary data file. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender n/a

Reporting on race, ethnicity, or other socially relevant groupings n/a

Population characteristics n/a

Recruitment n/a

Ethics oversight n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

**Sample size** Sample sizes were estimated based on our experiences in performing similar experiments and published works. Four different cell stages including synergid cell 0 HAP, persistent synergid cell 12 HAP, persistent synergid cell 18 HAP and persistent synergid cell 24 HAP were collected for RNA-seq. According to the common criteria, three independent biological replicates have been performed for each cell stage. RNA-seq data from three independent biological replicates of each cell stage are highly correlated (average R-squared = 0.93), and the transcripts of 14,700–15,800 genes were detected in each sample. The deviations between biological replicates are small and are thus highly reproducible and sufficient to draw solid conclusions. For other key data such as RALF peptides treatments, ethylene treatments and ROS scavenger application, at least three biological replicates were analyzed with a total sample number ranging from 28 (single embryo sacs) to up to 163 (single ovules). These sample sizes are enough for robust and reliable statistical analysis in the present study.

**Data exclusions** No data were excluded from the analysis.

**Replication** The transcriptome from three independent biological replicates within the same cell stage are highly correlated (average R-squared = 0.93). Each experiments was performed with at least two (mostly three) biological replicates, and only results representing the consistent outcome are reported.

**Randomization** Three independent biological replicates were allocated into experimental groups according to the cell stage. All the experimental materials were randomly picked for test.

**Blinding** Since three independent biological replicates for each cell stage were already allocated into the same group, blinding was not relevant to our study. For comparative analyses, plants were grown under the same conditions and control experiments were always performed in parallel.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Plants             |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | ZmRALF12 antibody (Generated by Proteingene Biotech), 1:200 dilution<br>Dylight 488-conjugated secondary antibody (Abbkine; Catalog number: A23220), 1:400 dilution                                                                                                                                                                                                      |
| Validation      | ZmRALF12 antibody was generated by Proteingene Biotech ( <a href="http://www.proteingene.com/">http://www.proteingene.com/</a> ). Dylight 488-conjugated secondary antibody was bought from Abbkine ( <a href="https://www.abbkine.com/product/dylight-488-goat-anti-rabbit-igg-a23220/">https://www.abbkine.com/product/dylight-488-goat-anti-rabbit-igg-a23220/</a> ). |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Maize (Zea mays) inbred line B73 and the synergid marker line pZmES4::ZmES4-GFP seeds were preserved in our laboratory.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | pZmSC1::ZmSC1-GFP and pZmSC3::ZmSC3-GFP transgenic lines and zmralf12 mutants (by CRISPR-Cas9 technique) were generated in the B104 background via Agrobacterium tumefaciens-mediated transformation.                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Authentication        | The mutations in ZmRALF12 genome sequence were determined by Sanger sequencing on PCR products that covered the target sites. We mainly focus on the phenotypes during persistent synergid degeneration, ZmRALF12 is the only gene in the maize RALF gene family that is highly induced in this process. Additionally, we observed the phenotype with different independent zmralf12 lines. These can effectively exclude potential off-target effects. pZmES4::ZmES4-GFP, pZmSC1::ZmSC1-GFP and pZmSC3::ZmSC3-GFP transgenic lines were confirmed by PCR. At least two transgenic lines for each construct were used for fluorescent signal observation and microscopy imaging. |

How the deposited data were processed for this re-analysis (not part of the article)

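RNA of synergid cells before pollination (SC) and of persistent synergid cells at 12, 18 and 24 HAP (pSC12, pSC18 and pSC24) was measured in 12 libraries, 3 per stage. The libraries were grouped as the sample titles give them. The authors isolated 25 to 28 cells per library, amplified the cDNA and cleaned the reads with Cutadapt and an in-house Perl script. They mapped them with HISAT2 to AGPv5 (Zm-B73-REFERENCE-NAM-5.0) and counted them per gene with featureCounts. The authors deposited these counts as whole numbers for 45247 genes and loci, of which 43459 carry a gene identifier and 1788 are loci without an annotated gene. By biotype, 39035 are protein coding and 4424 non-coding. The deposited FPKM values were checked against the counts and equal the counts scaled by gene length and by the DESeq2 size factor times the geometric mean of the 12 library totals. Gene identifiers, coordinates, biotypes and descriptions are those of the deposited tables. Transcription factors were taken by the protein domain that these tables list, where it was on a list of domains chosen by hand.

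Library totals ran from 15435736 (pSC18) to 26539602 (pSC12) counts on genes. Counts of at most 3 in each library of a stage were treated as a floor, against which only lower bounds of a fold are given. The counts were compared between stages with the edgeR quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) after TMM scaling and the filter on low counts that edgeR offers, which left 21144 genes. The fit had stage as the only term, all 12 libraries at once and a common dispersion of 0.239. The p-values were adjusted by the Benjamini-Hochberg method within each of 6 stage comparisons. Genes with an adjusted p under 0.05 and a log2 fold change over 1 in size were called. The alternatives were DESeq2 1.42.0 on 12 or 6 libraries, edgeR on 6 libraries, other scalings and filters, terms for the replicate number and the mapping set, other thresholds and adjustments, and each library left out in turn. These choices, the comparisons and the rule for naming genes were made before the data were examined, except for 3 alternatives. These were chosen after seeing the data: FPKM recomputed with the total count of each library, the comparison of pSC24 with pSC12 within the higher mapping set, and the numbers of expressed genes, replicate correlations and top genes without one library.

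Means, SDs, numbers of expressed genes, squared correlations and principal components were computed on the deposited FPKM, on the scale log2(FPKM + 1) where a log is named, with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and the figure was drawn with matplotlib 3.10.9. De novo expressed genes are those called higher in pSC24 than in SC with a mean FPKM of at least 5 in pSC24 and under 1 in SC. How many of them rise from pSC18 to pSC24 by the choice alone was computed in 5 data sets simulated from the counts without any change between these stages.

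The text names every maize gene with an identifier in the source data sheets for Figs. 1m, 2f, 2h, 3g,h, 5d and 6i–l and Supplementary Fig. 6d or in the paper's text. It also names genes given without one where the name matches the description of exactly 1 gene, and the 5 genes highest in SC. By the same rule it names, per comparison of the paper, the 3 largest rises and 3 largest falls among called genes with at least 5 FPKM in the higher stage and no overlap between libraries, the 3 non-coding and 3 de novo expressed genes highest in pSC24, and the 10 highest transcription factor genes in SC. Names that match 0 or several descriptions were not analysed here. Signal peptides, cell specificity against other cell types, microscopy, mutants and treatments were not analysed here.

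The tests were checked on simulated counts for 21144 genes, of which 200 were changed by known folds. The edgeR test called 145 of the 200 (72.5%) and 6 unchanged genes (3.97% of its calls), and DESeq2 called 160 (80.0%) and 37 unchanged genes (18.8% of its calls). In a comparison without any changed gene edgeR called 2 genes and DESeq2 18. DESeq2 on the 6 libraries of a comparison was not simulated, and far fewer genes were changed than are called in the real data. These shares therefore do not give the share of false calls in the paper's results. Of 2 gene lists used to ask whether other cells contributed RNA, the ribosomal protein list was taken from gene descriptions after the paper's account of egg cells and zygotes, and the list of early embryo and egg cell gene families was chosen after values were seen.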

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

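No test in this part was chosen only after the result was seen.

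In pSC24 compared with SC, 50 loci without an annotated gene were called higher and 166 lower, a signal in loci that the paper does not report on. Of the 1342 such loci tested, 3.73% were called higher, against 10.7% of the annotated genes, and 12.4% lower, against 7.24%, and their median log2 fold change was -0.40. The other stage comparisons of these loci were not examined in this way.

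Reads that run over from a neighbouring gene are a candidate explanation. Of the 50 loci called higher, 25 (50.0%) lay within 5 kb of an annotated gene but 7 (14.0%) within 5 kb of one called higher itself, and of the 166 called lower, 64 (38.6%) lay within 5 kb of a gene and 8 (4.82%) within 5 kb of one called lower. These shares argue against neighbouring genes as the source of most of these calls. Reads shared between repeated sequences, and the way the loci were assembled, were not tested, and no value here separates them from a change of transcripts with the stage. No biological explanation was tested.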

How the results depend on the processing

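No test in this part was chosen only after a result was seen, apart from the alternatives named as such. The counts of genes higher and lower moved by more than 1.5 times in at least one alternative in all 6 comparisons. In the fit of all 12 libraries with edgeR they were 343 and 249 for pSC12 against SC, 4 and 1 for pSC18 against pSC12, 1019 and 689 for pSC24 against pSC18, 2170 and 1600 for pSC24 against SC, 572 and 338 for pSC18 against SC and 1834 and 1175 for pSC24 against pSC12. Unless stated otherwise, the cause was not tested.

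With DESeq2 on all 12 libraries the moved counts were 566 higher and 557 lower in pSC12 against SC, 340 higher and 89 lower in pSC18 against pSC12 and 882 higher and 563 lower in pSC18 against SC. With DESeq2 on the 6 libraries of the comparison they were 627 higher and 636 lower in pSC12 against SC, 252 higher and 100 lower in pSC18 against pSC12, 1557 higher in pSC24 against pSC18 and 642 lower in pSC18 against SC. With edgeR on the 6 libraries they were 0 higher and 0 lower in pSC18 against pSC12 (1109 and 1090 at an unadjusted p under 0.05) and 356 lower in pSC24 against pSC18.

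With the total count of each library they were 981 higher and 149 lower in pSC12 against SC, 4 lower in pSC18 against pSC12 and 981 higher and 222 lower in pSC18 against SC, and 10 of the top 200 SC genes were lower in pSC12. From pSC12 to pSC18, DESeq2's size factors in edgeR gave 10 higher, TMM without the 200 genes highest in SC 0 lower (993 at an unadjusted p under 0.05), no filter on low counts 53 higher and 7 lower, and the adjustment over all genes and all 6 comparisons 291 higher and 84 lower, where the p-values of the other comparisons enter the adjustment.

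Under the mapping-set term the counts were 13 higher and 27 lower in pSC12 against SC, 0 higher in pSC18 against pSC12 (966 at an unadjusted p under 0.05), 403 higher and 372 lower in pSC24 against pSC18 and 1351 higher in pSC24 against SC, and 10 of the top 200 genes were lower in pSC12. The term leaves the comparisons of pSC12 with SC and with pSC18 to rest on 1 pSC24 library of the lower set, which widens their error by construction. The comparison of pSC24 with pSC12 within the higher mapping set, chosen after seeing the data, gave 766 lower. Same-numbered libraries did not deviate together (r from -0.06 to 0.06 over 18 pairs, 0 over 0.1), so the replicate numbers do not pair the libraries, and the fit with the number as a block, which gave 2 higher and 0 lower in pSC18 against pSC12 (926 lower at an unadjusted p under 0.05), spends degrees of freedom on it. With both the block and the mapping-set term the counts were 0 higher and 1 lower in pSC12 against SC (985 higher at an unadjusted p under 0.05), 0 higher and 0 lower in pSC18 against pSC12 (726 and 542), 212 higher and 236 lower in pSC24 against pSC18 and 975 higher and 930 lower in pSC24 against SC. In that fit 1 RALF gene was higher, 1 of the top 200 genes was lower in pSC12 and 211 genes were de novo expressed.

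Tested by glmTreat against a fold change over 2, which is stricter by construction, the counts were 9 higher and 9 lower in pSC12 against SC, 0 higher and 0 lower in pSC18 against pSC12 (689 and 107 at an unadjusted p under 0.05), 298 higher and 78 lower in pSC24 against pSC18, 950 higher and 563 lower in pSC24 against SC, 35 higher and 9 lower in pSC18 against SC and 845 higher and 271 lower in pSC24 against pSC12. By this test 41 of the top 200 genes were lower in pSC24 and 3 in pSC12. Without a threshold on the fold they were 623 higher and 558 lower in pSC12 against SC, 2 lower in pSC18 against pSC12, 1513 lower in pSC24 against pSC18, 2728 lower in pSC24 against SC, 995 higher and 866 lower in pSC18 against SC and 2226 lower in pSC24 against pSC12. Of the top 200 genes, 134 were then lower in pSC24 and 88 in pSC12. With at least 10 FPKM required in pSC24, 192 genes were de novo expressed. The average squared correlation between replicates was 0.930 with a pseudocount of 0.1, 0.992 on the linear scale and 0.916 over expressed genes.

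With each library left out in turn, the genes higher in pSC12 against SC ranged from 175 (without SC replicate 3) to 370 (without pSC24 replicate 3) and those lower from 114 (without pSC12 replicate 1) to 282 (without pSC24 replicate 3). In pSC18 against pSC12 they ranged from 0 (without SC replicate 2, for example, where 1701 were higher and 907 lower at an unadjusted p under 0.05) to 34 (without pSC18 replicate 1) and from 0 to 6, and in pSC18 against SC from 341 (without SC replicate 3) to 591 and from 214 (without SC replicate 2) to 394. The counts of pSC24 against pSC18 stayed within 686 to 1083 higher and 519 to 735 lower, those of pSC24 against SC within 1761 to 2248 and 1262 to 1682, those of pSC24 against pSC12 within 1409 to 1949 and 989 to 1268, and the number of de novo expressed genes within 315 to 381.

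Of the log2 fold changes of single genes, 129 in number, the alternatives other than leaving out a library gave 1671 values. Of these, 1474 kept their direction and side of the adjusted p threshold, 143 lost the threshold, 42 passed it and 12 changed direction. The fits without one library gave 1548 values, of which 1422 were unchanged in this sense, 105 lost the threshold, 18 passed it and 3 changed direction. The values that changed direction were, from SC to pSC24 with the total count of each library, those of ZmES4 (0.067), ZmSC1 (0.17), ZmSC3 (0.10), ZmSC5 (0.038), ZmSC12 (0.0065) and ZmSC28 (0.027), and, from pSC12 to pSC18 with the mapping-set term and with this term and the block, those of ZmMYB98 (0.46 and 0.48), ZmHB81 (0.49 and 0.45) and ZmHB44 (2.32 and 2.00). Without one library the change of ZmSC1 from SC to pSC24 ranged from -0.20 to 0.084, with positive values of 0.084 without SC replicate 3, 0.04 without pSC24 replicate 1 and 0.01 without pSC24 replicate 2. The mapping-set term took 31 values of single genes past the adjusted p threshold back over it, glmTreat 43, and DESeq2 on 6 libraries 3, while the last brought 12 others under it. Of 672 mean FPKM values recomputed with another library size, 65 moved by more than the SD.

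The comparisons of pSC24 with SC and with pSC18 within one mapping set were not run, since they leave 1 pSC24 library. DESeq2 gave no adjusted p for 6 of the 129 values with 12 libraries and for 1 with 6. Depth limits the genes at the floor of 3 counts, for which a lower bound of the fold is all that can be given, and 15 of 23 RALF genes, whose changes stay open.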

Differences from the paper's values

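No test in this part was chosen only after the result was seen.

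The paper gives 596 genes upregulated in pSC12, and 343 were called higher here. Of the alternatives set before the data were examined, DESeq2 on all 12 libraries (566), DESeq2 on the 6 libraries of the comparison (627), edgeR on these 6 (431), the adjustment over all genes and comparisons (446) and the adjusted p without a fold threshold (623) came within 1.5 times of the paper's value. DESeq2's size factors in edgeR (334), the total count of each library (981), TMM without the 200 genes highest in SC (318), no filter (333), at least 10 counts in 3 libraries (342), the block (287), the mapping-set term (13), both terms (0), glmTreat (9) and each of the 12 fits without one library did not. For pSC18 the paper gives 247 upregulated genes, and 4 were called higher here. DESeq2 on all 12 libraries (340), DESeq2 on the 6 libraries (252) and the adjustment over all genes and comparisons (291) came within 1.5 times, and none of the other alternatives set before the data were examined did. The paper's legends of Figs. 2 and 3 name DESeq2 with a correction over all genes and stage comparisons. Of the 142 adjusted p-values in the source data sheets, those within 10% of the value here were 119 of the 121 that DESeq2 on the 6 libraries gave, 21 of the 135 that DESeq2 on all 12 libraries gave and 20 of 142 with edgeR.

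In Fig. 1n, read by eye, the paper shows about 600 genes downregulated in pSC12, and 249 were called lower here. DESeq2 on all 12 (557) and on 6 libraries (636) and the adjusted p without a fold threshold (558) came within 1.5 times, and none of the other alternatives set before the data were examined did. For pSC18, Fig. 1n shows about 82, read by eye, and 1 was called lower here. DESeq2 on all 12 (89) and on 6 libraries (100) and the adjustment over all genes and comparisons (84) came within 1.5 times, and none of the others did.

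For ZmKIL2 in pSC24, the paper's source data give 12.37 FPKM for replicate 2 and 4.036 for replicate 3, and the deposited values are 6.66 and 11.4. FPKM recomputed with TMM library sizes (6.72 and 11.4) did not close the gap. For replicate 1 the paper's source data give 7.274 and the deposited value is 4.11. Of the 528 values in the source data sheets that were compared, these 3 differ from the deposited FPKM by over 1%. Sorted by size, the 3 source values (4.036, 7.274 and 12.37) lie closer to the deposited ones (4.11, 6.66 and 11.4). Whether the replicate order differs was not tested.

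The source data sheets hold 142 adjusted p-values for a gene and comparison, of which 53 lie under 0.05 there and here, 20 there alone, 4 here alone and 65 in neither. The paper describes the 5 highest transcription factor genes as lower at 12 HAP. All 5 fell in mean here, but among them ZmHB24 alone had an edgeR adjusted p under 0.05 (0.0255), and the others had 0.157 (ZmMYB98), 0.107 (ZmHB81), 0.0692 (ZmHB42) and 0.200 (ZmHB44). DESeq2 on the 6 libraries gave 6.29e-22, 1.28e-06, 0.000100 and 3.63e-19, DESeq2 on all 12 passed ZmHB81 and ZmHB42, and edgeR on the 6 libraries passed all 4. The main edgeR fit shares its estimate of the spread over all 12 libraries, so scatter within pSC24 enters these values. Without pSC24 replicate 3, ZmMYB98 and ZmHB44 passed the adjusted p threshold at pSC12 in edgeR as well. From pSC12 to pSC18 the source data call ZmMYB98 and ZmHB44, with edgeR adjusted p = 0.597 and 0.729 here, and DESeq2 on the 6 libraries (0.00663 and 0.0138) calls them past the adjusted p threshold.

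For ZmFERL1 at pSC12 the paper's source data give an adjusted p under its threshold, and the edgeR adjusted p was 0.106 here, against 0.0345 and 0.00513 with DESeq2 on 12 and 6 libraries, 0.0443 with edgeR on the 6 libraries and 0.00607 with the total count. For ZmEIN3 between pSC18 and pSC24 it was 0.142 here, against 1.92e-21 with DESeq2 and 0.00260 with edgeR on the 6 libraries. For ZmEREB2 and ZmEREB100 in the same comparison it was 0.225 and 0.126 here, against 0.0376 and 0.00437 with DESeq2 on the 6 libraries. For ZmACO5 between SC and pSC24 the paper's source data give 0.0845, and the edgeR adjusted p was 0.0398 here. The other cases under 0.05 in the source data alone are in comparisons of pSC18 or pSC12 and are counted above. The paper describes most of the top 200 SC genes as strongly lower after fertilization. Of the 200, 173 were below 0 on the log2 scale at pSC24 but 65 were called lower and 62 were at or under 50% of their SC level, against 134 lower by the adjusted p without a fold threshold. The paper names ZmRALF12 as the sole RALF gene with a high induction. ZmRALF16 was called higher in pSC24 here as well, but reached 3.07 FPKM against 68.6 for ZmRALF12. The call of ZmRALF16 therefore does not contradict the paper. The paper counts 24 RALF genes, where the source data sheet lists 23 with an identifier.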

Other observations

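The tests on the list of early embryo and egg cell families, on cells of earlier stages mixed into pSC24 replicate 3 and on RNA of the pollen tube were chosen only after the result was seen.

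Other splits of the 6 libraries of each comparison into 2 groups of 3 were tested as well. In pSC12 against SC, pSC18 against pSC12, pSC24 against pSC18, pSC24 against SC, pSC18 against SC and pSC24 against pSC12, the real split gave 592, 5, 1708, 3770, 910 and 3009 called genes, and 1 of the 10 splits, the real one, gave as many in each. The other splits gave at most 1 gene in pSC18 against pSC12 and 0 in the rest. With 10 splits this share cannot fall below 0.1. Each other split puts libraries of both stages into each group, so stage differences count as spread there. Few calls in them follow by construction and do not measure the rate of false calls.

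The pSC12 libraries differ in their share of mapped reads from those of SC and pSC18. Across 21144 genes, the difference of pSC12 from SC and pSC18 had a correlation of 0.0423 with that of pSC24 replicates 2 and 3 from replicate 1, against -0.11 and 0.06 when replicate 2 or replicate 3 was set against the other two. The 80 of the top 200 SC genes that were lower in pSC12 than in both SC and pSC18 (30.8% of all tested genes were), with a median fall of -0.39 on the log2 scale, had a median difference of 0.026 between pSC24 replicates 2 and 3 and replicate 1, with 39 of 80 below 0, against 0.10 for the 200 and 0.02 for all genes. Both tests rest on 1 pSC24 library of the lower mapping set, so a batch difference and a change with the stage cannot be told apart for the comparisons of pSC12 with SC and with pSC18.

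Library pSC18 replicate 3 lay apart on PC2 and PC3. A mislabelled sample is argued against by its mean correlation of 0.964 with the other two pSC18 libraries, above that with pSC12 (0.959), SC (0.954) and pSC24 (0.935). Random loss of transcripts is argued against by 264 genes found in this library alone, where 4 were missing from it alone and the next library had 88. Of the 264, 13 had over 10 FPKM, the highest 279, and the 264 together took 0.166% of its counts. The highest is described as dynamin-related protein 4C. Others of the 13 are a locus described as RKD4 (37.9 FPKM), Zm00001eb035900, described as a BTB/POZ and MATH protein (29.0), and Zm00001eb253260, described as nuclear transcription factor Y subunit B-6 (23.7). They were picked for occurring in this library alone, so they do not test an explanation by themselves. RNA of the egg cell or zygote is a candidate explanation: the 431 tested genes of 654 annotated as ribosomal proteins had a median log2 difference of 0.26 from the other two libraries, with 350 higher, at percentile 100.0 of 10000 random lists matched on expression. SC also expresses 403 of these genes over 1 FPKM, so the rise could come from the synergid cells themselves. The 27 tested genes of 54 in early embryo and egg cell families had a median of 0.19, with 18 higher, at percentile 97.3 of such lists, just short of the limit of 0.198 set for it. Of these genes, 19 have over 1 FPKM in SC, which leaves this explanation open. The most abundant of them in this library, Zm00001eb274300, described as a BTB/POZ and MATH protein, and Zm00001eb396810, described as an egg cell-secreted protein, had 81.5 and 221 FPKM in SC and 164 and 149 in this library. In pSC18 replicates 1 and 2 the first had 30.9 and 36.7 FPKM and the second 73.8 and 49.3. Zm00001eb305500 and Zm00001eb274310, described as BTB/POZ and MATH proteins, had 58.0 and 45.7 FPKM in it and at most 0.574 in the other two pSC18 libraries. Zm00001eb144510, described as transcription factor BBM2, had 19.1 FPKM in it and 0 in the other two. Zm00001eb389910, a further BTB/POZ and MATH protein, went the other way, with 12.4 FPKM against 15.2 and 14.0. Of the ribosomal genes, the most abundant in pSC18, Zm00001eb310700, had 160 FPKM in SC and 222 in this library. It had 191 and 219 in pSC18 replicates 1 and 2, so this gene does not set the library apart.

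In pSC24 replicate 3, ZmMYB98 and ZmHB44 had 179 and 82.7 FPKM, against 59.7 and 5.89 in replicate 1 and 55.2 and 12.4 in replicate 2. If SC cells had been mixed in, the 1681 genes lower in pSC24 would be up, as they are (median log2 difference 0.35, a share of 14.6%), and the 1849 genes higher in pSC24 would be down by -0.14, where they differed by -0.056. Since the other two pSC24 libraries measured in this way lie at -0.27 and -0.10, that value leaves SC cells and a slower course of the cells open. If pSC18 cells had been mixed in, the 735 genes lower in pSC24 than in pSC18, up by 0.44, would need a share of 25.0%, at which the 685 higher genes would be down by -0.27. They were up by 0.18, which argues against pSC18 cells as the cause.

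More genes were called higher than lower in pSC24 against SC (2170 against 1600). Depth is argued against by libraries thinned to 15435736 counts, with 2177 higher and 1621 lower, a ratio of 1.34. Gene length is argued against by a lowest ratio of 1.24 in classes of short, middle and long genes. Over 4 scalings the ratio ran from 1.23 to 2.60, and 3 of these centre on much the same genes, so scaling stays open. A mapping-set term gave 1351 and 1177, and with the block as well 975 and 930. RNA of the pollen tube in pSC12 was judged by ZmRALF1 and ZmRALF2, with counts of 0 over the 3 pSC12 libraries, and genes at 0 counts in so few cells do not decide whether the pollen tube gave other transcripts.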
